# Multiple knockout mouse models reveal lincRNAs are required for life and brain development

**DOI:** 10.7554/eLife.01749

**Published:** 2013-12-31

**Authors:** Martin Sauvageau, Loyal A Goff, Simona Lodato, Boyan Bonev, Abigail F Groff, Chiara Gerhardinger, Diana B Sanchez-Gomez, Ezgi Hacisuleyman, Eric Li, Matthew Spence, Stephen C Liapis, William Mallard, Michael Morse, Mavis R Swerdel, Michael F D’Ecclessis, Jennifer C Moore, Venus Lai, Guochun Gong, George D Yancopoulos, David Frendewey, Manolis Kellis, Ronald P Hart, David M Valenzuela, Paola Arlotta, John L Rinn

**Keywords:** long noncoding RNAs, knockout mouse models, lethality, developmental defect, brain development, Mouse

## Abstract

Many studies are uncovering functional roles for long noncoding RNAs (lncRNAs), yet few have been tested for in vivo relevance through genetic ablation in animal models. To investigate the functional relevance of lncRNAs in various physiological conditions, we have developed a collection of 18 lncRNA knockout strains in which the locus is maintained transcriptionally active. Initial characterization revealed peri- and postnatal lethal phenotypes in three mutant strains (*Fendrr*, *Peril*, and *Mdgt*), the latter two exhibiting incomplete penetrance and growth defects in survivors. We also report growth defects for two additional mutant strains (*linc–Brn1b* and *linc–Pint*). Further analysis revealed defects in lung, gastrointestinal tract, and heart in *Fendrr*^*−/−*^ neonates, whereas *linc–Brn1b*^*−/−*^ mutants displayed distinct abnormalities in the generation of upper layer II–IV neurons in the neocortex. This study demonstrates that lncRNAs play critical roles in vivo and provides a framework and impetus for future larger-scale functional investigation into the roles of lncRNA molecules.

**DOI:** http://dx.doi.org/10.7554/eLife.01749.001

## eLife digest

The mammalian genome is comprised of DNA sequences that contain the templates for proteins, and other DNA sequences that do not code for proteins. The coding DNA sequences are transcribed to make messenger RNA molecules, which are then translated to make proteins. Researchers have known for many years that some of the noncoding DNA sequences are also transcribed to make other types of RNA molecules, such as transfer and ribosomal RNA. However, the true breadth and diversity of the roles played by these other RNA molecules have only recently begun to be fully appreciated.

Mammalian genomes contain thousands of noncoding DNA sequences that are transcribed. Recent in vitro studies suggest that the resulting long noncoding RNA molecules can act as regulators of transcription, translation, and cell cycle. In vitro studies also suggest that these long noncoding RNA molecules may play a role in mammalian development and disease. Yet few in vivo studies have been performed to support or confirm such hypotheses.

Now Sauvageau et al. have developed several lines of knockout mice to investigate a subset of noncoding RNA molecules known as long intergenic noncoding RNAs (lincRNAs). These experiments reveal that lincRNAs have a strong influence on the overall viability of mice, and also on a number of developmental processes, including the development of lungs and the cerebral cortex.

Given that the vast majority of the human genome is transcribed, the mouse models developed by Sauvageau et al. represent an important step in determining the physiological relevance, on a genetic level, of the noncoding portion of the genome in vivo.

**DOI:** http://dx.doi.org/10.7554/eLife.01749.002

## Introduction

Mammalian genomes encode thousands of long noncoding RNAs (lncRNAs), which are emerging as key regulators of cellular processes (Rinn and Chang, 2012; Mercer and Mattick, 2013). Gain- and loss-of-function approaches in cell-based in vitro systems have been useful in uncovering important roles for lncRNAs, such as modulating chromatin states, maintaining cellular identity (i.e. pluripotency) and regulating cell cycle and translation (Tsai et al., 2010; Guttman et al., 2011; Wang et al., 2011; Yoon et al., 2012). Genome-wide association and expression profiling studies in humans have also identified correlations between lncRNA mutation, misregulation and disease states (Visel et al., 2010; Cabili et al., 2011; Brunner et al., 2012). Yet, direct in vivo, genetic evidence of the functional significance of lncRNAs as a class of transcripts remains elusive.

Functional studies in knockout mouse models have provided compelling evidence for the requirement and sufficiency of particular transcripts for organ development and function. However, small and large-scale efforts have focused primarily on protein coding genes, leaving long noncoding RNAs vastly understudied (Edwards et al., 2011; White et al., 2013). Of the few lncRNA mutant mice generated to date, most involved previously studied and classic examples of lncRNAs (e.g., *Xist*, *H19*, *Kcn11ot1*, *Malat1*) (Anguera et al., 2011; Gomez et al., 2013; Gordon et al., 2010; Moseley et al., 2006; Nakagawa et al., 2011; Ripoche et al., 1997; Zhang et al., 2012), leaving the more recent large-scale RNA-Seq-derived catalogs of lincRNAs largely unexplored. The progress made in these early studies to initiate functional characterization of lncRNAs in vivo now warrants a larger investigation of their biological importance to development and disease.

To address this directly, and to begin to explore the roles of lncRNAs in vivo, we have established a novel cohort of lncRNA knockout mice. We focused on a subgroup of lncRNAs called long intergenic noncoding RNAs (lincRNAs), such that genetic deletion would not overlap known protein coding genes or other known gene annotations. We have implemented a generalized and logical lincRNA candidate selection process that leverages a collection of cell-based functional assays, RNA-sequencing data and computational analyses. This approach led us to identify 18 lincRNAs for targeted deletion in mouse. Initial characterization of these new knockout strains demonstrated key functional roles in viability, development of the cerebral cortex and other developmental processes. In this study, we describe the observed phenotypes for five strains within this collection. Collectively, these data provide evidence that lincRNAs play central roles in mammalian development and physiology.

## Results

### Global characterization of lincRNA knockout candidate selection

To more globally understand the physiological significance of lincRNAs, we combined a step-wise lincRNA selection pipeline with a genetic approach to engineer a cohort of lincRNA knockout mouse strains for functional analysis. We integrated several computational and experimental data sets to select *bona fide* lincRNA candidates across three lincRNA catalogs (Guttman et al., 2009; UCSC and Refseq). First, all transcripts with identifiable Pfam domains or those overlapping known non-lncRNA annotations (e.g., annotated protein coding genes, microRNAs, tRNAs and pseudogenes) were excluded. Second, we excluded any remaining transcripts with conserved protein coding potential, including the potential to produce small peptides, by performing stringent codon-substitution frequency (CSF) analysis (Lin et al., 2011). We previously demonstrated that this algorithm is capable of discriminating known functional small peptides down to 11 amino acids (Guttman and Rinn, 2012; Guttman et al., 2013). Using selective criteria, we restricted candidate lincRNAs to those with CSF scores <−200 (ranging from −205 to −14,771, Figure 1A). Then, we examined existing ribosome profiling datasets to quantitate the ability of these transcripts to engage the ribosome (Figure 1—figure supplement 1). None of the tested candidates were shown to have clear translation efficiency or codon bias according to proposed standards (Guttman et al., 2013). Finally, through genome lift-over of our mouse lincRNAs to the human genome (build hg19), we examined mass spectrometry data by Gascoigne et al. (2012) to discard transcripts with mapped peptides. We kept transcripts with only two or less mass spectrometry tags, consistent with low levels of background ribosome association observed by Guttman et al. (2013) (Supplementary file 1B) . Thus, based on an exhaustive analysis of existing annotations, standard evolutionary and ribosome profiling metrics, as well as mass spectrometry data, these candidates do not appear to contain protein coding potential.

**Figure 1.**
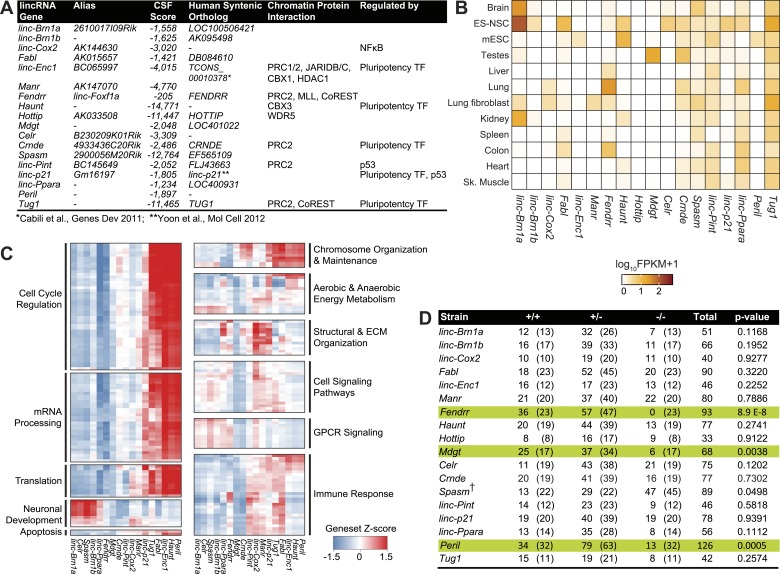
Properties of the 18 lincRNA candidates and Mendelian inheritance. (**A**) List of the 18 lincRNA candidates for targeted deletion in mouse and overview of criteria used for their selection. (**B**) Heatmap of log_10_ FPKM+1 expression levels of the 18 lincRNAs in a panel of adult mouse tissues and cell lines via RNA-Seq. (**C**) Guilt-by-association (GBA) analysis for 17/18 lincRNA candidates. Individual tiles represent significant (p<1.0 × 10^−6^) gene sets from the CP Reactome collection at MSigDB. Tiles are filled based on the Z-score of the Pearson correlation values between a given lincRNA and the genes within the gene set across a compendium of RNA-Seq samples. (**D**) Mendelian inheritance of the 18 lincRNA mutant alleles from the progeny of heterozygote intercrosses. Numbers of observed and expected (in parenthesis) wild-type (+/+), heterozygote (+/−) and homozygote (−/−) mice are indicated. Mice were genotyped at weaning age. The p value is based on X2 test. † The *Spasm* gene is located on the X chromosome. **DOI:** http://dx.doi.org/10.7554/eLife.01749.003

**Figure 1—figure supplement 1.**
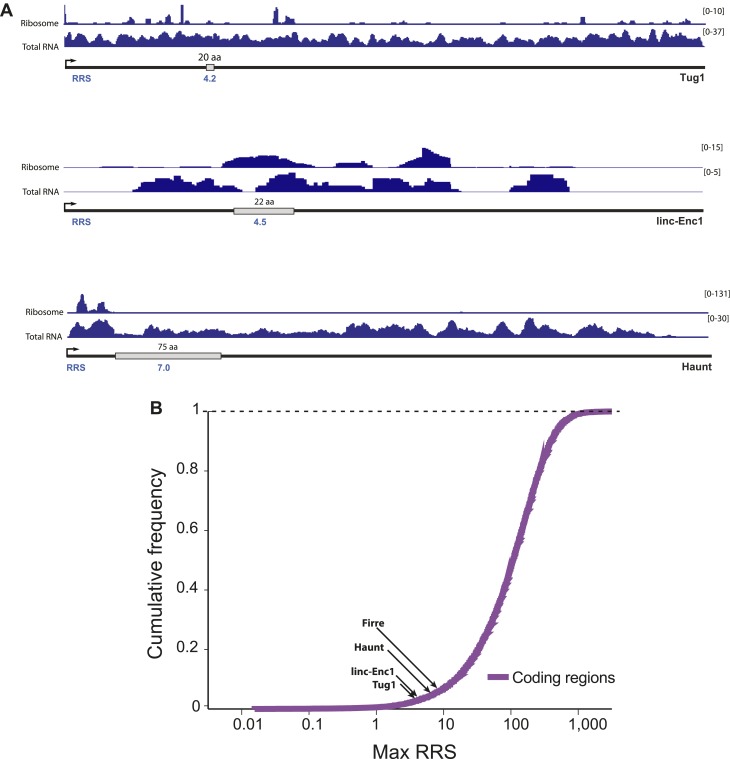
Ribosome release score of lncRNAs. The ribosome release score (RRS) measures evidence of ribosome disassociation at the stop codon of a putative coding region. A putative coding region is defined as the region between a start codon and then next in-frame stop codon. Its putative 3′-UTR is defined as the region beginning immediately after the stop codon and ending at the next start codon in any frame. The RRS score is defined as the total number of ribosome-associated reads overlapping the putative coding region, divided by the number of ribosome-associated reads contained within the 3′-UTR. This ratio is then normalized by the same ratio for total RNA reads. (**A**) The ORF with maximum RRS score for each lincRNA is shown. (**B**) Maximum RRS scores of lincRNAs are compared to the distribution of RRS scores for known coding genes. **DOI:** http://dx.doi.org/10.7554/eLife.01749.004

**Figure 1—figure supplement 2.**
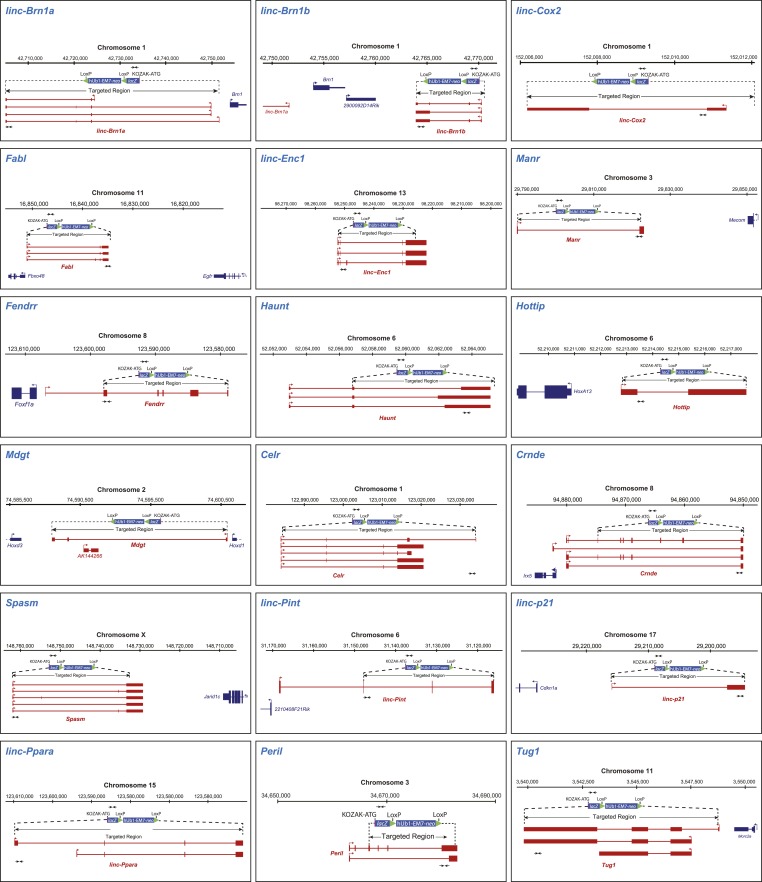
lincRNA candidates knockout targeting strategy. Genomic locus and targeted deletion scheme for the 18 lincRNA candidates. Briefly, each lincRNA gene was replaced by a ß-galactosidase (*lacZ*) reporter cassette containing a KOZAK-ATG sequence, polyadenylation signal, and a LoxP-flanked neomycin (*neo*) resistance gene driven by the human ubiquitin C promoter (hUb1) (mammalian cells) and EM7 promoter (for gap repair cloning selection in bacteria). Arrows indicate location of the primer sets used for genotyping. **DOI:** http://dx.doi.org/10.7554/eLife.01749.005

From this stringent list of lincRNAs, we selected 18 candidates by further considering additional criteria: (1) Presence of an observed orthologous human lincRNA with syntenic conservation as determined by TransMap (Zhu et al., 2007); (2) Presence of canonical chromatin features of actively transcribed genes such as histone H3 lysine 4 trimethylation (H3K4me3) at the promoter and histone H3 lysine 36 trimethylation throughout the gene body (Guttman et al., 2009, 2010); (3) Local ‘enhancer-like’ signatures based on published P300, RNA polymerase II, histone lysine 4 monomethylation (H3K4me1) and histone lysine 27 acetylation (H3K27ac) chromatin states (Shen et al., 2012). We selected 6/18 candidates lncRNA loci that have putative ‘enhancer’ modifications, thus allowing to investigate the newfound roles of lncRNAs in ‘enhancer’ activity (Ørom et al., 2010; Wang et al., 2011). Collectively, this step-wise selection process resulted in 18 high-quality candidate lincRNAs with diverse features, for targeted deletion and phenotypic characterization (Figure 1A, Supplementary file 1A for coordinates and nomenclature details).

We first examined the gene-expression patterns of the candidate lincRNAs using RNA-sequencing of various adult tissues and cell types. Several lincRNAs presented more restricted patterns of expression, suggesting strong tissue specificity, for example *Celr in* embryonic stem (ES)-derived neural stem cells (NSCs)*, linc–Enc1* in mouse ES cells, *Manr* and *linc–Cox2* in lung, whereas a select few showed more ubiquitous expression across tissues (*linc–Pint*, *Spasm*, *linc–Ppara, Tug1*) (Figure 1B). Most of the candidate lincRNAs (12/18) were expressed in the adult brain or in ES-derived NSCs (Figure 1B).

Since most candidate lincRNAs in this screen have unknown biological roles, we leveraged our RNA-sequencing data using guilt-by-association (GBA) analysis to generate hypotheses on functional significance by comparing the expression of each lincRNAs to protein coding genes of known function (‘Materials and methods’) (Figure 1C). GBA predicted lincRNA activities across a wide range of pathways and biological processes, ranging from regulation of the cell cycle and chromosome organization and maintenance, to neuronal differentiation and immune response (Figure 1C). Overall, these analyses suggested diverse potential roles for our candidate lincRNAs.

### Genetic analysis of lincRNA knockout mice reveals key roles in mammalian development

To study the function of the selected 18 lincRNAs in vivo and to resolve, at the cellular level, their expression pattern in different organs, we generated knockout mouse strains for each candidate by replacing the lincRNA gene with a *lac*Z reporter cassette (‘Materials and methods’, Figure 1—figure supplement 2 for details) (Valenzuela et al., 2003). These new strains, which are the first lincRNA knockout models to incorporate a reporter, more than double the number of models available for investigation and constitute an important resource that will be used to better understand the functional contribution of lincRNAs to mammalian biology.

To assess the requirement for each lincRNA in embryonic development and viability, we examined the progeny from heterozygote intercrosses for all 18 strains. Genotyping of weanlings (21 days old) revealed normal Mendelian segregation of mutant alleles in 15 of the 18 strains (Figure 1D). For the three remaining strains *Peril, Mdgt* and *Fendrr,* the progeny of heterozygote intercrosses contained much lower numbers of homozygote mutants than expected. Only 13 *Peril*^*−/−*^ mice (of an expected 32), and 6 *Mdgt*^*−/−*^ mice (of an expected 17) were found at weaning age, indicating that deletion of *Peril* and *Mdgt* leads to reduced viability with >50% and 65% penetrance, respectively (Figure 1D). Closer examination of *Mdgt* pups revealed that homozygous mutants died within 2 weeks after birth. For *Fendrr,* no homozygous mutants were found at weaning age (Figure 1D), indicating that the lethal phenotype for this strain is fully penetrant. Thus, 3 out of the 18 (17%) lincRNA knockout strains generated have a lethal phenotype, confirming that specific lincRNA genes are required for viability.

### *Peril*^*−/−*^ mice have reduced viability and die shortly after birth

To determine the onset of *Peril*^*−/−*^ mice lethality, we monitored survival at both early and late stages of embryonic development. Since normal Mendelian ratios were observed up to E18.5 (Figure 2A), and pups appeared macroscopically normal at birth (Figure 2B), we monitored newborns to see if lethality occurred perinatally. We observed that 50% (5/10) of *Peril*^*−/−*^ pups died within 2–20 days after birth (Figure 2A). A similar percentage (52%, 11/21) of newborn deaths occurred in the progeny of intercrosses from surviving *Peril*^*−/−*^ mice (Figure 2A, lower panel). These results confirmed the reduced viability of *Peril* mutants (∼50% penetrance) with pups dying early after birth.

**Figure 2.**
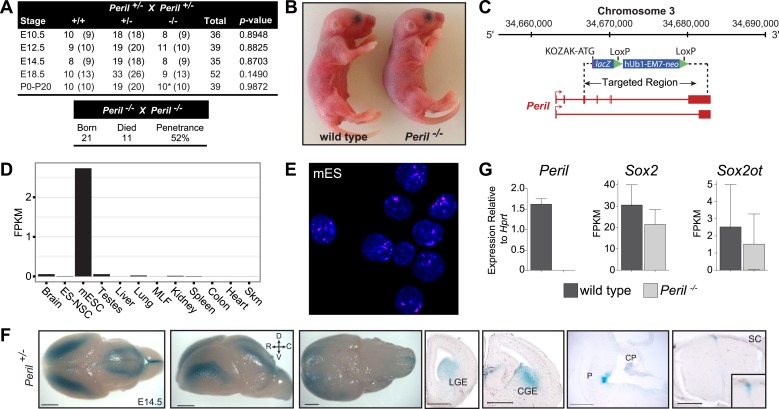
Deletion of *Peril* leads to reduced viability. (**A**) Genotyping results from heterozygote intercrosses (Upper panel) at different developmental stages (*pups dying within days after birth) and homozygote intercrosses (Lower panel) at birth. The p value is based on X^2^ test. (**B**) Newborn (P0) *Peril*^*−/−*^ mutants and wild-type littermates. (**C**) *Peril* genomic locus and targeting scheme. (**D**) RNA-Seq expression profile for *Peril* across a panel of mouse tissues and cell types. (**E**) Single-molecule FISH targeting *Peril* in wild type mouse embryonic stem cells (mES). Nuclei were stained with DAPI. (**F**) Whole mount and coronal section *lacZ* stainings reporting expression of *Peril* in the brain and spinal cord of a heterozygote E14.5 embryo. LGE/CGE, Lateral and Caudal Ganglionic Eminence; P, Pons; CP, Choroid Plexus; SC, Spinal Cord; D, dorsal; V, ventral; R, rostral; C, caudal. Scale bars = 1 mm, whole brains; 500 µm, sections. (**G**) Relative expression levels of *Peril* as assessed by RT-PCR and expression estimates (FPKM) of the neighboring genes *Sox2* and *Sox2ot* as assessed by RNA-Seq in E18.5 brain of homozygote mutant and wild-type littermates (n = 2 each). **DOI:** http://dx.doi.org/10.7554/eLife.01749.006

**Figure 2—figure supplement 1.**
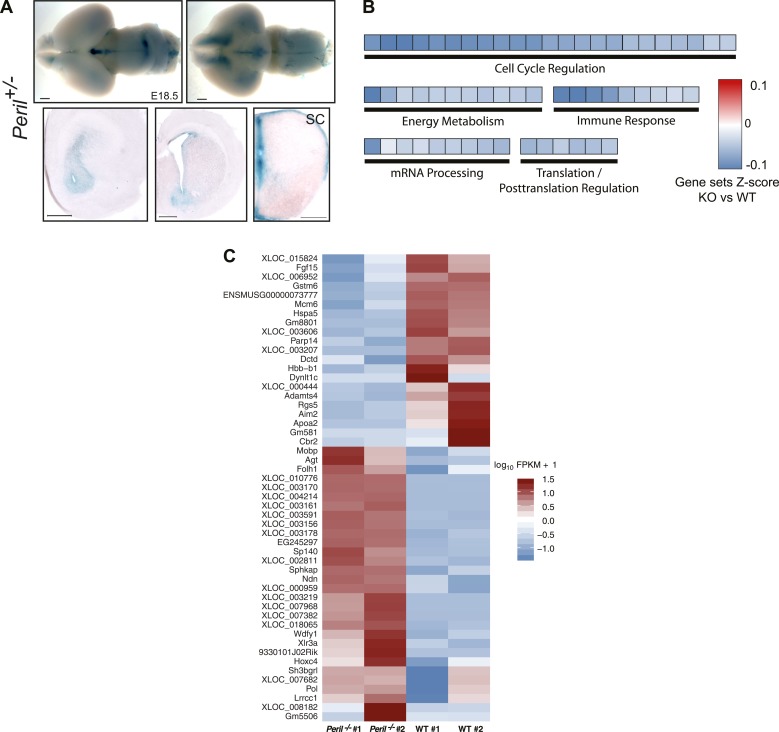
*Peril* E18.5 brain differential RNA-Seq analysis. (**A**) *lacZ* staining reporting expression of *Peril* in brain and spinal cord of a heterozygote E18.5 embryo. SC, Spinal Cord. Scale bars = 1 mm whole brains, 500 µm sections. Scale bars = 1 mm whole brains, 500 µm sections. SC, spinal cord. (**B**) GSEA of *Peril*^*−/−*^ vs wild-type E18.5 total brain RNA-Seq. Each tile is a significant (q<0.001; Mann-Whitney, BH) gene set from the Reactome collection at mSigDB, based on the *Peril*^*−/−*^/wild-type ranking of test-statistic values from a Cuffdiff2 differential analysis. Tiles are shaded based on the z-score of the test-statistic for genes within the given gene set, relative to all genes for a given condition to show direction of expression relative to wild-type. (**C**) Heatmap of significant (q<0.05, CuffDiff2) differentially expressed genes (log_10_ FPKM+1) in *Peril*^*−/−*^ vs wild-type E18.5 total brain by RNA-Seq. **DOI:** http://dx.doi.org/10.7554/eLife.01749.007

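Supplementary file 1A places Peril on chromosome 3 of mm9 between 34663091 and 34681268, a span of 18178 bp. The GENCODE annotation of the same build (NCBIM37) has no gene overlapping this span and 16 gene starts within 1 Mb of its first coordinate. Sox2, a single exon gene on the plus strand, is annotated from 34548927 to 34551383, which leaves 111708 bp between its end and Peril. Sox2ot, annotated as a lincRNA on the same strand, ends 81550 bp before Peril. The targeted deletion runs from 34666771 to 34681214 and removes 14444 bp, or 79.5% of the locus, leaving 3680 bp at the low end and 54 bp at the high end. The deleted sequence has a GC content of 45.8%.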

*Peril* is a seven exon transcript derived from a 18.2 Kb genomic locus located ∼110 Kb downstream of the pluripotency factor *Sox2* (Figure 2C). Using mouse ES cell (mES) cDNA, we were able to clone two distinct isoforms (1,831 bp and 631 bp) (Figure 2C). RNAseq expression profiling from a panel of mouse tissues and cell lines showed that *Peril* was highly enriched in mouse ES cells, but also expressed at lower levels in adult brain and testes (Figure 2D). The *Peril* transcript is predominantly nuclear as revealed by RNA fluorescence in situ hybridization (FISH) in mouse ES cells (Figure 2E). Using the knocked-in *lacZ* reporter in heterozygote embryos, tight temporal and spatial regulation of *Peril* was found in the brain and spinal cord of E14.5 and E18.5 embryos (Figure 2F, Figure 2—figure supplement 1A).

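Whole brain RNA of 2 wild-type and 2 knockout E18.5 embryos of the Peril strain was sequenced as paired-end 101 bp reads. The authors aligned the reads to mm9 with Tophat2, assembled transcripts with Cufflinks, and used Cuffdiff2 with default options to estimate expression in FPKM (fragments normalized for transcript length and for the number of mapped fragments) and to compare the genotypes. For each of 42760 genes, the authors' deposited table holds 1 FPKM value per genotype, a log2 fold change of knockout over wild type without a pseudocount, a test statistic, a p-value and a q-value. It gives no value per embryo, so the spread between embryos cannot be given and no embryo could be left out in turn. Sequencing depth is unknown, and neither intervals nor detection floors were computed. Cuffdiff2 tested 16897 genes in the authors' deposited table, and its smallest p-value is 5e-05. Benjamini-Hochberg adjustment of these p-values gave back the deposited q-values to within 4.78e-07. Genes with a q-value of at most 0.05 were taken as differentially expressed, the threshold of the paper's Figure 3-figure supplement 2. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were at most 0.0184 FPKM in wild type and between 2.90 and 13.2 FPKM in the libraries labelled knockout, as listed in the authors' deposited table. From these values, 3 further quantities were computed. Lists of genes were described by the percentile of their median test statistic among 10000 random lists of the same size matched on mean expression. Windows around each lincRNA were compared with 1000 random genomic intervals of 2 Mb. Differences of log2(FPKM + 1) were calculated beside the deposited fold changes.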

To identify putative pathways affected by deletion of *Peril*, we performed RNA-sequencing on E18.5 brains from *Peril*^*−/−*^ and wild-type littermates (n = 2). Analysis of *Peril* expression levels confirmed the deletion of *Peril* (Figure 2G). 

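A single gene of the authors' deposited table overlaps the Peril locus, linc-Atp11b-4, on chromosome 3 of mm9 from 34654563 to 34676217. Of its 21655 bp, 9447 bp lie inside the deletion and 12208 bp lie below it, and the table gives 1 value for the whole gene. Its expression was 0.0109 FPKM in wild type and 4.65 FPKM in the libraries labelled knockout, a log2 fold change of 8.74 (Cuffdiff2 q = 0.567) in the authors' deposited table. The change at this locus is thus an increase in the libraries labelled knockout, and every direction given for this strain follows the label as deposited. As a difference of log2(FPKM + 1), the change at linc-Atp11b-4 was 2.48, the setting that moved this fold change most. The portions of the gene inside and outside the deletion were not separated here, so these values do not measure the deleted transcript, which the paper assessed by RT-PCR.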

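Sox2 was expressed at 30.5 FPKM in wild type and at 21.5 FPKM in the libraries labelled knockout in the authors' deposited table, with a log2 fold change of -0.51, an unadjusted Cuffdiff2 p-value of 0.0303 and a q-value of 1.00. The ratio of these FPKM values is 70.3% of wild type. Sox2ot, which spans Sox2, fell from 2.53 to 1.52 FPKM in the authors' deposited table, where it is marked as having too few data for a test. Its level was 60.2% of wild type. Sox2 and Sox2ot share 1 locus in the table, from 34458905 to 34579773 on chromosome 3, so reads on their overlap could be assigned to either gene and both values are uncertain. The log2(FPKM + 1) differences were -0.49 for Sox2 and -0.48 for Sox2ot.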

Expression of the pluripotency factor *Sox2* and its overlapping noncoding RNA *Sox2ot* were not significantly affected in the knockout brains (Figure 2G). Differentially regulated genes and gene set enrichment analysis (GSEA) revealed downregulation of genes involved in cell cycle regulation, energy metabolism, immune response, and mRNA and protein processing in *Peril*^*−/−*^ brains relative to wild-type controls (Figure 2—figure supplement 1B and C). This indicates that the transcriptional programs within the brain are in fact affected by deletion of *Peril.* Yet, it remains unclear if these changes underlie the observed lethality.

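At a q-value of at most 0.05, the authors' deposited table has 37 differentially expressed genes among the 16897 tested, 23 higher and 14 lower in the libraries labelled knockout. The smallest q-value in the authors' deposited table is 0.0264, shared by the 32 genes at the smallest p-value, so a q-value of at most 0.01 gives 0 genes whatever the size of a change, beside 600 at an unadjusted p-value of at most 0.05. These 600 are under a share of 0.05 of the tested genes, the share that evenly spread p-values without any effect would give. They are therefore no sign of further changes. At a q-value of at most 0.1, the number of differentially expressed genes was 51. Among differentially expressed genes with at least 1 FPKM in both genotypes and a symbol other than a Gm, RIKEN or XLOC name, the highest log2 fold changes in the authors' deposited table were those of linc-Taf1b-8 (2.56), linc-Asap2-4 (1.86) and EG245297 (1.73), which lie on chromosome 12. The lowest were those of linc-Zbtb37-BP (-1.63), linc-Olfr161-AS (-1.29) and Mcm6 (-0.87), from the same table. Gm5506, which the choice of names leaves out, had a log2 fold change of 2.73 in the authors' deposited table. Of the 37 genes, 16 lie within 5 Mb of another, against a median of 6 in random draws of as many tested genes.

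Reactome sets were not used here, and lists of genes for the same processes were written by hand instead. The 73 tested cell cycle genes had a median log2 fold change of -0.20, 55 of them lower in the libraries labelled knockout, and their median test statistic lay at percentile 0 of the matched random lists. Immune response genes were lower in 34 of 36 cases, also at percentile 0, with a median log2 fold change of -0.41. Oxidative phosphorylation genes lay at percentile 1.14 (59 of 79 lower) and ribosomal protein genes at percentile 1.24 (57 of 79 lower), with median log2 fold changes of -0.04 for both lists. The mRNA splicing genes lay at percentile 56.1, with 41 of 73 lower. Without matching on expression, the setting that moved a list most, the mRNA splicing genes were at percentile 19.99. On the log2(FPKM + 1) scale, the oxidative phosphorylation genes were at percentile 2.92, no longer among the outer 2.5% of random lists. The 3 tested erythroid genes were at percentile 0 as well, all of them lower, as were the endothelial markers (14 of 14 lower) and the choroid plexus markers (9 of 10 lower, median log2 fold change -0.41). The neuronal maturation genes went the other way, at percentile 100 with 47 of 63 higher. In all, 12 of 19 lists, the Y-linked list among them, lay in the outer 2.5% at either end of the random lists. Of lists of independent genes, 0.95 would, but the genes of a list are not independent. The excess alone is therefore no evidence of a genotype effect. From the downregulated gene sets, the paper concludes that transcriptional programs within the brain are affected by deletion of Peril, and it leaves open whether these changes underlie the lethality.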

### *Fendrr*^*−/−*^ is perinatal lethal due to defects in multiple organs

*Fendrr* is a 2,380 bp transcript consisting of six exons. It is transcribed from a bidirectional promoter shared with the protein coding gene *Foxf1a,* located 1,354 bp from its transcriptional start site (Figure 3A). 

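Fendrr is annotated in GENCODE as 1110050K14Rik, a lincRNA on the minus strand of chromosome 8 of mm9 (NCBIM37), from 123578782 to 123606932. Its 6 exons measure 59, 548, 186, 171, 1245 and 171 bp in the direction of transcription. Foxf1a is annotated on the plus strand from 123608286 to 123610851. The 1353 bp of sequence between both transcription starts have a GC content of 70.6% and contain 144 CpG dinucleotides, with a ratio of observed to expected CpG of 0.861. Another annotated Foxf1a transcript starts 1442 bp from Fendrr. The targeted deletion spans 123578782 to 123597965, which is 19184 bp or 68.1% of the locus. It leaves exon 1 and 5 bp of exon 2, and reaches 5 of the 6 exons. The 40 reference bases before the deletion are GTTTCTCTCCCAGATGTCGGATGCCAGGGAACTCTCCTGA and the 40 bases after it are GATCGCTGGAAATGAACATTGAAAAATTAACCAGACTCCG.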

An orthologous human *FENDRR (LINC–FOXF1)* transcript expressed from a syntenic region was identified within our catalog of human lincRNAs (Cabili et al., 2011). We previously demonstrated that this lincRNA is predominantly nuclear and physically associates with the PRC2 Polycomb complex (Khalil et al., 2009).

**Figure 3.**
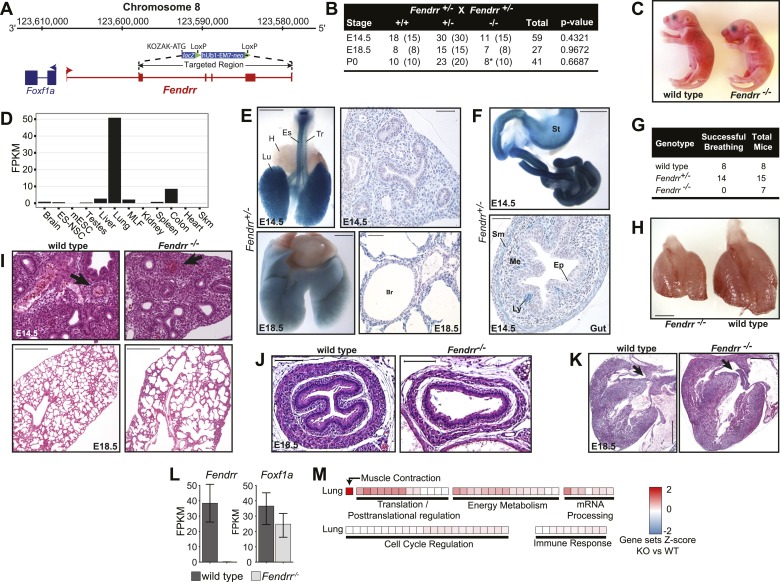
*Fendrr*^*−/−*^ pups have multiple defects in lung, heart and gastrointestinal tract. (**A**) *Fendrr* locus and targeting strategy. Arrows indicate location of the primers used for genotyping. (**B**) Genotyping results from heterozygote intercrosses at embryonic stages E14.5, E18.5 and at birth (P0). The p value is based on X^2^ test. (*) All newborns died within 24 hr after birth. (**C**) *Fendrr*^*−/−*^ E18.5 embryos and wild-type littermates. (**D**) RNA-Seq expression profile for *Fendrr* across a panel of mouse tissues and cell types. (**E** and **F**) *lacZ* reporter stained organs and sections showing expression of *Fendrr* in specific regions of the lung (Lu), trachea (Tr) and esophagus (Es), but not in heart (**H**) in E14.5 and E18.5 embryo (**E**) and in the gut and stomach (St) (**F**). Sm, smooth muscle; Ep, Epithelia; Me, Mesenchyme; Ly, Lymphoid aggregates. Scale bars = 1 mm whole organ, 200 µm sections. (**G**) Number of E18.5 embryos successfully breathing after surgical delivery. (**H**) Size difference of *Fendrr*^*−/−*^ lungs at E14.5 compared to wild-type littermates (n = 3 each). (**I**–**K**) Representative hematoxylin and eosin (H&E) stained sections showing unstructured vessels (arrow) in E14.5 *Fendrr* mutant lungs compared to wild type littermates (n = 3) (**I**, upper panels), alveolar defects at E18.5 (**I**, lower panel), thinner mesenchymal layer of the mucosa and external smooth muscle layer of the oesophagus (**J**) and ventricular septal defects in the heart (**K**) of *Fendrr*^*−/−*^ E18.5 embryos compared to wild type (n = 3). Scale bars= 500 µm, 100 µm for esophagus. (**L**) RNA-Seq expression levels of *Fendrr* and the neighboring coding gene *Foxf1a* in E18.5 lung of homozygote mutant and wild-type littermates (n = 2 each). (**M**) GSEA of *Fendrr*^*−/−*^ vs wild-type E18.5 lung and total brain RNA. Each tile is a significant (q<0.001; Mann-Whitney, BH) gene set from the Reactome collection at mSigDB, based on the *Fendrr*^*−/−*^/wild-type ranking of test-statistic values from a Cuffdiff2 differential analysis. Tiles are shaded based on the z-score of the test-statistic for genes within the given gene set, relative to all genes for a given condition to show direction of expression relative to wild-type. **DOI:** http://dx.doi.org/10.7554/eLife.01749.008

**Figure 3—figure supplement 1.**
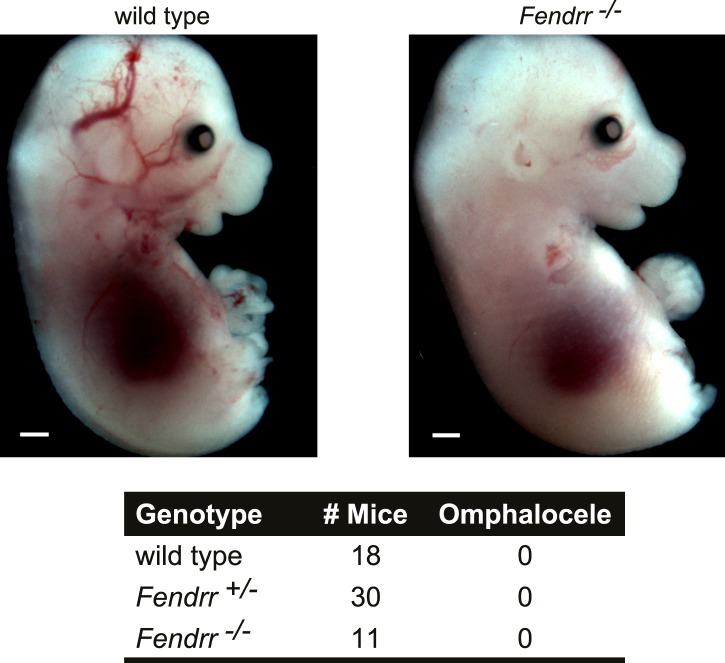
*Fendrr*^*−/−*^ embryos don’t have an omphalocele. Wild type and *Fendrr* mutant E14.5 embryos were harvested and examined for the presence of an omphalocele. Numbers of embryos analyzed for each genotype are indicated. Tail and limbs were removed. Scale bar = 1 mm. **DOI:** http://dx.doi.org/10.7554/eLife.01749.009

**Figure 3—figure supplement 2.**
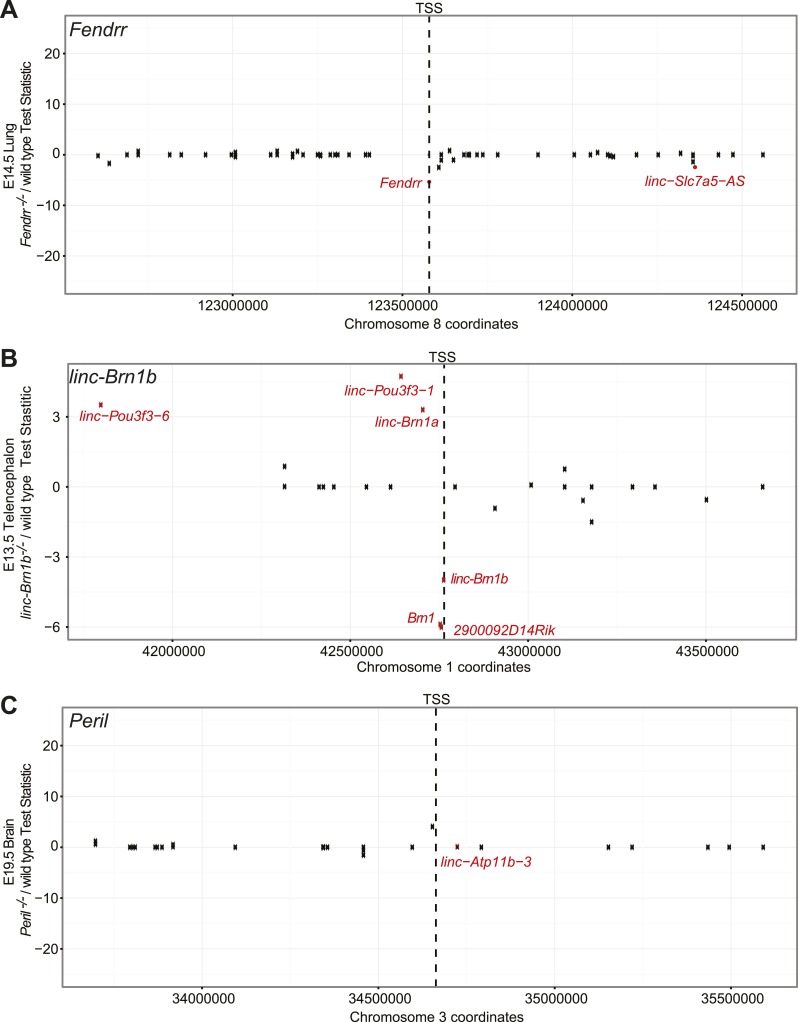
*Fendrr*, *linc–Brn1b*, and *Peril* do not act as cis-enhancer elements. Scatterplot showing Cuffdiff2 test-statistic (Knockout/wild type) for each gene ±1 Mb from the start site of the lincRNA. Genes with significant differential expression (q≤0.05) are highlighted in red. In each case, there is no significant enrichment for differentially expressed genes within the ±1 Mb window relative to the background distribution of differentially genes, as determined from random sampling of windows for each comparison. **DOI:** http://dx.doi.org/10.7554/eLife.01749.010

To determine the onset of *Fendrr* lethality, we monitored the survival of embryos at both early and late stages of embryonic development, as well as that of newborn pups. Normal Mendelian ratios were found at both E14.5 and E18.5 (Figure 3B), with embryos appearing macroscopically normal prior to birth (Figure 3C), suggesting that the lethality most likely occurred after birth. Importantly, we observed 8 *Fendrr*^*−/−*^ mutant newborns (P0) (Figure 3B), all of which died within 24 hr, indicating perinatal lethality.

During the course of our study, another group generated a *Fendrr* loss-of-function mouse model by replacing the first exon with multiple transcriptional termination sequences (Grote et al., 2013). In contrast to the results presented here, Grote et al. observed lethality at E13.75 due to heart and body wall (omphalocele) defects. When analyzing E14.5 embryos, we found no resorbed embryos or omphalocele in our *Fendrr* homozygous mutants (Figure 3—figure supplement 1). Although, both studies used similar genetic background strains, a possible explanation for this discrepancy may be found in the distinct targeting strategy used to remove the *Fendrr* gene. Regardless, both studies confirm that loss of *Fendrr* is lethal in mice.

Grote et al. observed *Fendrr* expression to be restricted to nascent lateral plate mesoderm and did not detect it in any other tissue. Using RNA-Seq expression profiling from adult mouse tissues and cell lines, we however found that *Fendrr* is expressed at high levels in the adult lung, and lower levels are detectable in colon, liver, spleen and brain (Figure 3D). Analysis of the knocked-in *lacZ* reporter in E14.5 and E18.5 embryos confirmed expression of *Fendrr* in these tissues as well as in the trachea and all along the gastrointestinal tract (Figure 3E,F). Interestingly, in the developing respiratory and digestive tracts at E14.5 and E18.5, expression of *Fendrr* is restricted to the pulmonary mesenchyme surrounding the bronchiolar epithelial cells (Figure 3E, right panels); in mesenchymal cells of the developing mucosa; the muscularis externa of the gut and in lymphoid aggregations within the gut’s mucosa (Figure 3F, bottom panel), all of which are derived from the lateral plate mesoderm.

Perinatal lethality is often associated with respiratory failure. Since the highest expression levels of *Fendrr* are found in the lungs, we evaluated initiation of breathing in surgically delivered E18.5 embryos. After cleaning of their airways, all *Fendrr*^*−/−*^ embryos analyzed either failed to breathe or gasped and stopped breathing within 5 hr (n = 7 *Fendrr*^−/−^, Figure 3G). In contrast, respiration initiated normally and was maintained for all but one of the heterozygote and wild-type embryos (n = 15 *Fendrr*^*+/−*^ and n = 8 wild type). *Fendrr*^*−/−*^ lungs at the pseudoglandular stage (E14.5) were hypoplastic compared to wild type (Figure 3H), and histological evaluation of the lungs revealed a decrease in the number and organization of pulmonary arteries, and a general failure of vasculogenesis within the lungs of the *Fendrr*^*−/−*^ mutants compared to wild type (n = 3 *Fendrr*^*−/−*^ and n = 3 wild type; Figure 3I, upper panels). At E18.5, *Fendrr*^*−/−*^ lungs appeared to have fewer but larger alveoli (n = 3 *Fendrr*^*−/−*^ and n = 3 wild type; Figure 3I, lower panels). Together, these results suggest that respiratory failure observed at birth in *Fendrr*^−/−^ mice could be due to a lung maturation and vascularization defect.

We also observed expression of *Fendrr* in the esophagus and gut. We observed thinning of the mesenchymal layer of the mucosa and external smooth muscle layers in the esophagus at E18.5 (n = 3 *Fendrr*^*−/−*^ and n = 3 wild type; Figure 3J). Although we did not observe *Fendrr* expression in the heart at E14.5, E18.5, or postnatally, we did observe intraventricular septal heart defects prior to birth (E18.5) (n = 3 *Fendrr*^*−/−*^ and n = 3 wild type; Figure 3K). In accordance with *Fendrr* having a previously described role in lateral plate mesoderm (Grote et al., 2013), our results suggest a more general role for *Fendrr* in regulating the proper differentiation of mesenchyme-derived tissues across several organ systems.

We next investigated if neighboring gene expression is perturbed by the deletion of *Fendrr*. We harvested lungs from E14.5 *Fendrr*^*−/−*^ embryos and wild-type littermates (n = 2) and performed differential RNA-Seq analyses. 

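The lung comparison had 2 wild-type and 2 knockout libraries of paired-end 101 bp reads, which the authors processed with Tophat2, Cufflinks and Cuffdiff2 on mm9. The authors' deposited table lists 42760 genes with 1 FPKM value per genotype and no value per embryo, of which 15860 were tested. Depth and the spread between embryos are therefore unknown for these values as well. The deposited q-values matched a Benjamini-Hochberg adjustment over the tested genes to within 4.95e-07. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were between 4.55 and 13.51 FPKM in wild type and are listed at 0 in knockout in the authors' deposited table. Xist, which is transcribed from the inactive X chromosome, was 52.0 FPKM in wild type and 106 FPKM in knockout in the authors' deposited table.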

A loss of *Fendrr* expression in knockout relative to wild-type lungs confirmed deletion of *Fendrr* (Figure 3L). 

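The Fendrr locus is covered in the authors' deposited table by linc-Cox4nb-4, from 123577969 to 123607022 on chromosome 8 of mm9. Its expression was 38.4 FPKM in wild-type and 0.0450 FPKM in knockout lungs, with a log2 fold change of -9.74 and a Cuffdiff2 q-value of 0.0137 in the authors' deposited table. The knockout level is 0.117% of wild type. With log2(FPKM + 1), the difference was -5.24. A further gene at the same position, linc-Foxf1a-1, was 0.352 FPKM in wild type and 0.0100 FPKM in knockout and was not tested in the authors' deposited table. The table gives neither strand nor values per exon for these overlapping genes, and exon 1, which the deletion leaves in place, was not measured apart from the rest.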

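Foxf1a, at 123608374 to 123610779 on chromosome 8 in the authors' deposited table, was expressed at 36.6 FPKM in wild-type lungs and at 24.8 FPKM in Fendrr knockout lungs. The log2 fold change in the authors' deposited table was -0.56, with an unadjusted Cuffdiff2 p-value of 0.0033 and a q-value of 0.344. The knockout value is 67.8% of the wild-type value, and the difference of log2(FPKM + 1) was -0.54.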

No significant change in the expression of the *Foxf1a* protein coding gene was observed in the *Fendrr*^−/−^ lung. Furthermore, genes within ±1 Mb of the *Fendrr* locus were not significantly differentially expressed any more than background levels of local enrichment (Figure 3—figure supplement 2A, p<0.087; bootstrapped from random 2 Mb genomic intervals), suggesting that the *Fendrr* gene does not act as a local enhancer. 

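In the window of 1 Mb on each side of the first coordinate of Fendrr, 24 genes were tested and 2 had a q-value of at most 0.05 in the authors' deposited table. These were linc-Cox4nb-4, which covers Fendrr itself, and linc-Slc7a5-AS, from 124356889 to 124431586. The level of linc-Slc7a5-AS in the authors' deposited table was 18.45 FPKM in wild type and 10.2 FPKM in knockout, a log2 fold change of -0.85 with a Cuffdiff2 q-value of 0.0435. Across the genome, 73 of 15860 tested genes had a q-value of at most 0.05 in the authors' deposited table. A random 2 Mb interval held 0.056 of them on average, and a share of 0.006 of 1000 intervals held at least 2. Leaving the targeted lincRNA out of the window and of the intervals moved this share most, to 0.058. From the genes within 1 Mb, the paper proposes that Fendrr does not act as a local enhancer.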

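Of the 73 differentially expressed genes between Fendrr knockout and wild-type lungs in the authors' deposited table, 55 were higher and 18 lower in knockout. Among those with at least 1 FPKM in both genotypes and a symbol other than a Gm, RIKEN or XLOC name, the highest log2 fold changes in the authors' deposited table were those of Nppa (4.93), Ankrd1 (2.68) and Tpsab1 (2.61), and the lowest those of linc-Dbc1-1 (-2.79), Scn7a (-1.53) and Hexdc (-1.51). Left out by this choice are, among others, linc-Cox4nb-4, under 1 FPKM in knockout, and Gm5506, with a log2 fold change of -3.81 in the authors' deposited table. A hand-written list of muscle contraction genes had 40 tested members with a median log2 fold change of 0.95, of which 30 were higher in knockout. Their median test statistic lay at percentile 100 of random lists matched on expression. Among them, 14 were differentially expressed and higher, and 1 was differentially expressed and lower. Shorter lists covered single muscle types. All 12 cardiac muscle markers were higher in knockout, with a median log2 fold change of 1.66, and 10 were differentially expressed. Of 9 skeletal muscle markers, 8 were higher, with a median of 0.93. Of 10 smooth muscle markers, 8 were lower, with a median of -0.20, and Myh11 had a log2 fold change of -0.71 in the authors' deposited table. The lists of oxidative phosphorylation genes (75 of 80 higher) and ribosomal protein genes (78 of 79 higher) were at percentile 100 too, and the endothelial markers (11 of 14 lower) at percentile 0. Of the 19 lists, 11 lay in the outer 2.5% at either end of the random lists, the Y-linked list among them. Only 0.95 would if genes were independent, but genes of a list are not, and the muscle lists share genes. The excess alone is thus no evidence of a genotype effect.

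**Figure D1:**
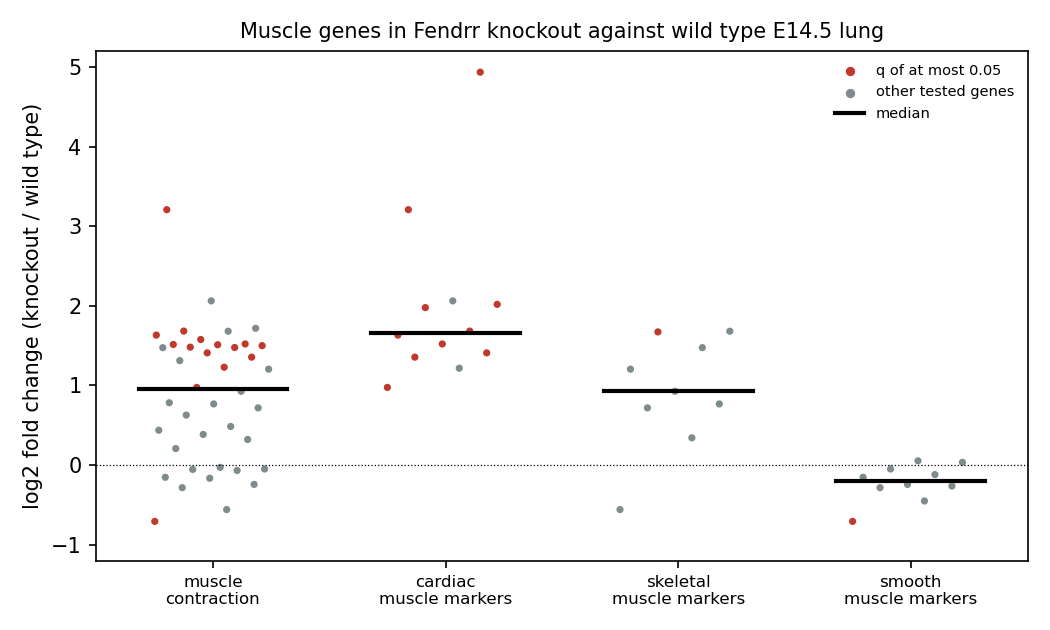
Log2 fold change of knockout over wild type E14.5 lung (vertical axis) for the tested genes of 4 muscle gene lists (horizontal axis), from the authors' deposited table. Each point is a gene, red where its q-value is at most 0.05 and grey otherwise, and each black line is the median of its list. The 12 cardiac markers lie between 0.97 and 4.93 and the 10 smooth muscle markers between -0.71 and 0.05.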

GSEA identified gene sets involved in muscle differentiation and contraction as the most significant sets misregulated in *Fendrr*^*−/−*^ lungs compared to wild type (Figure 3M). This agrees with our identification of defects in the lung vasculature of the *Fendrr*^*−/−*^ mice. Further studies will be needed to understand how specific changes in gene-expression patterns upon deletion of *Fendrr* contribute to the observed defects and perinatal lethality.

### Ablation of distinct lincRNA genes affects mouse growth

To determine if deletion of our candidate lincRNAs affects normal development and growth postnatally, each strain was examined for gross morphological abnormalities and body weight (BW) measurements were taken. Homozygote mutant mice with heterozygote and wild-type littermate controls were compared over a 7–10 week period. *Mdgt*^*−/−*^ pups displayed a severe growth retardation phenotype, which may contribute to their lethality (Figure 4C,D). A week after birth, *Mdgt*^*−/−*^ pups were already significantly smaller than heterozygote and wild-type littermates (Figure 4C), with females 60% smaller (n = 5, p<0.00001) than wild-type littermates (n = 10) and males 32% smaller (n = 3, p<0.05), suggesting a sex bias in this phenotype. In *Mdgt*^*−/−*^ survivors, this retarded growth persisted up to 10 weeks in females, which were still 37% smaller than wild types (Figure 4D, p<0.0006). The defect, although milder, also persisted in male mutants up to at least 8 weeks.

**Figure 4.**
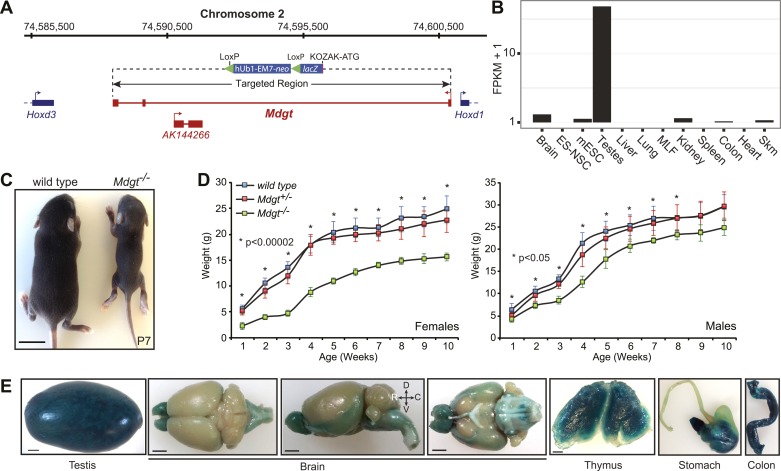
*Mdgt*^*−/−*^ surviving mice have growth defects. (**A**) *Mdgt* genomic locus and targeting scheme. (**B**) RNA-Seq expression profile for *Mdgt* across a panel of mouse tissues and cell types. (**C**) Representative example showing the reduced size of *Mdgt*^*−/−*^ pups compared to wild type 7 days after birth (P7). (**D**) Body weight (g) measurements over a 10 weeks period show growth retardation in both female and male *Mdgt*^*−/−*^ mice compared to wild type and *Mdgt*^*+/−*^ littermates (Females: n = 5 *Mdgt*^*−/−*^, n = 15 *Mdgt*^*+/−*^ and n = 10 wild types; Males: n = 3 *Mdgt*^*−/−*^, n = 10 *Mdgt*^*+/−*^ and n = 10 wild types). Significant p values at each time point are indicated (*). (**E**) Whole mount *lacZ* stainings reporting expression of *Mdgt* in adult tissues of heterozygote mutant mice. Scale bars = 1 mm, testis, thymus; 2 mm, brain, stomach, colon. **DOI:** http://dx.doi.org/10.7554/eLife.01749.011

**Figure 4—figure supplement 1.**
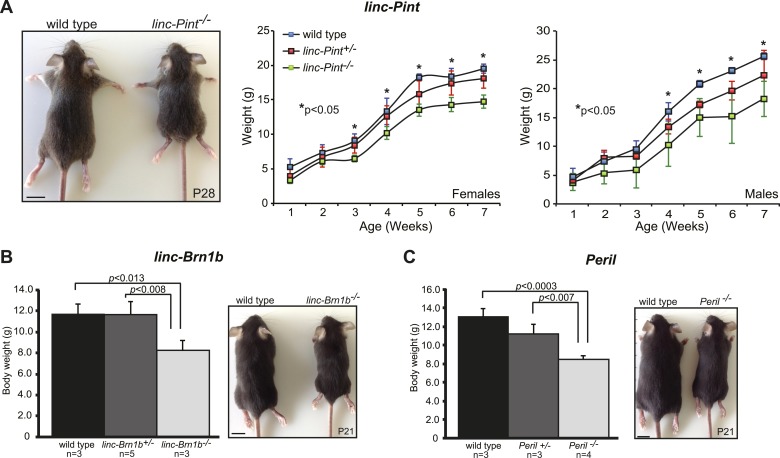
Growth retardation phenotype in lincRNA knockout strains. Body weight (g) measurements of wild type, lincRNA heterozygote and homozygote mutants for (**A**) *linc–Pint*, (**B**) *linc–Brn1b* and (**C**) *Peril* were taken at the indicated postnatal time points. Animals used for measurements (n) were derived from at least 2–3 litters. Paired Student's *t* test was used to assess statistical significance (p) in mean values. Scale bar = 1 cm. **DOI:** http://dx.doi.org/10.7554/eLife.01749.012

*Mdgt* is a 443 bp transcript consisting of three exons transcribed from a bidirectional promoter shared with the homeobox gene *Hoxd1*. The first exon for *Mdgt* is located only 84 bp away from the *Hoxd1* transcription start site. Another noncoding transcript, *AK144266,* is contained within an intron of *Mdgt* and appears to be expressed from the opposite strand (Figure 4A). In our targeting strategy, the entire *Mdgt* locus was deleted, including the *AK144266* transcript (Figure 4A). Expression estimates obtained from RNA-Seq revealed that *Mdgt* is highly expressed in testes, and more moderately in brain, kidney, colon and skeletal muscles (Figure 4B). *lacZ* staining confirmed expression in those tissues and also revealed expression in stomach and thymus (Figure 4E).

In addition to *Mdgt*, stunted growth defects were also observed in three other strains (Figure 4—figure supplement 1). 3 weeks after birth, *linc–Pint*^*−/−*^ mice were noticeably smaller than wild-type littermates (Figure 4—figure supplement 1A). By 7 weeks of age, females had 22% reduced body weight (n = 5, p<0.001) compared to wild type (n = 4), whereas males were 29% smaller (n = 3 *linc–Pint*^*−/−*^; n = 3 wild type, p<0.05). A decrease in body weight was also observed by three weeks of age in *linc–Brn1b*^*−/−*^ (29%, p<0.013, n = 3) and *Peril*^*−/−*^ mice (35%, p<0.0003, n = 4) when compared to wild-type littermates (n = 3) (Figure 4—figure supplement 1B,C). Together, these results indicate that specific lincRNAs can be important for normal body weight and growth.

### Identification of developmentally regulated human lincRNA orthologs

In order to determine whether loss of our candidate lincRNAs could lead to other developmental defects, we examined additional mutant strains that did not show perinatal lethality. Building on prior evidence that lincRNAs are abundantly expressed and spatio-temporally regulated within the brain during development and adulthood (Mercer et al., 2008; Qureshi et al., 2010; Cabili et al., 2011; Ramos et al., 2013), we concentrated on the candidate lincRNAs that were expressed in the brain or in neural progenitors. Twelve of the lincRNAs for which we have established knockout strains exhibited such expression profile (Figure 1B). To focus on lincRNA candidates of potential functional relevance in neuronal development, we used syntenic orthology (TransMap [Zhu et al., 2007]) and RNA-sequencing to select those with identifiable human orthologs, and whose expression was regulated during in vitro neural differentiation.

Briefly, transcripts expressed along a time course of ES-derived human neural stem cells (NSC) differentiation (Goff et al., 2009) (Figure 5A) were assembled and aggregated with an existing compendium of RNA-Seq data, using our previously described lincRNA discovery pipeline (Cabili et al., 2011). The resulting lincRNA catalog contained 24,737 distinct, high-quality transcript reconstructions corresponding to 14,259 human lincRNA genes. We observed 769 lincRNA genes with significant differential expression (q<0.01; Cuffdiff2) between any two adjacent time points during NSC differentiation. With a false discovery rate of 1% (Figure 5—figure supplement 1), 302 of these were significantly induced relative to day 0 (Figure 5—figure supplement 1). This approach revealed that 7 lincRNAs from our mouse knockout strains have human orthologs that are dynamically induced during in vitro human neuronal differentiation (Figure 5B). Interestingly, two of these, *linc–Brn1a* and *linc–Brn1b*, were almost exclusively expressed in NSCs as determined by RNA-Seq (Figure 1B). These lincRNAs reside in the genomic region of *Brn1* (*Pou3f3*), a well-studied transcription factor involved in cortical development (McEvilly, 2002; Sugitani et al., 2002; Dominguez et al., 2012). We thus focused on this locus, starting with *linc–Brn1b,* as it is not transcribed from a bidirectional promoter and therefore deletion does not disrupt the *Brn1* promoter.

**Figure 5.**
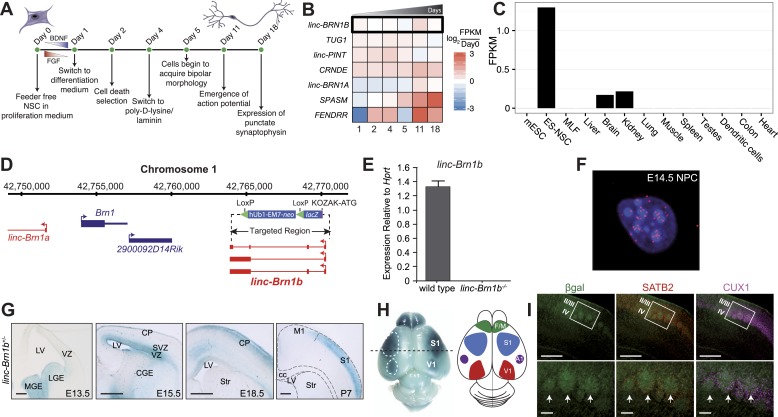
*linc–Brn1b* is spatio-temporally regulated during corticogenesis. (**A**) Schematic overview of the in vitro human neural stem cell differentiation protocol. RNA was collected at the indicated time points and sequenced to identify significantly differentially expressed lincRNA human orthologs. (**B**) Heatmap of log_2_ ratios to undifferentiated (Day 0) human neural stem cells for 7 of the 20 lincRNAs selected for deletion with a significant (q<0.01; Cuffdiff2) increase in expression during differentiation. (**C**) RNA-Seq expression profile for *linc–Brn1b* across a panel of mouse tissues and cell types. (**D**) *linc–Brn1b* genomic locus and targeting strategy. (**E**) qRT–PCR confirmation of the genotype for both heterozygotes (+/−) and homozygous null (−/−) mutants. (**F**) Single-molecule RNA FISH targeting *linc–Brn1b* in wild-type E14.5 cortical neurospheres. (**G**) *lacZ* staining shows expression profile of *linc–Brn1b* at different embryonic (E13.5, E15.5 and E18.5) and early postnatal stages (P7) in *linc–Brn1b*^*+/−*^ telencephalon. *lacZ* expression in neural progenitors of both ventral telencephalon (lateral ganglionic eminence, LGE and medial ganglionic eminence, MGE) (E13.5) and dorsal telencephalon (ventricular zone, VZ and subventricular zone, SVZ) (E15.5) is detected. Restricted expression in the upper cortical layers is observed in both E18.5 and P7 cortex. (**H**) Whole mount *lacZ* staining of P7 *linc–Brn1b*^*+/−*^ brain shows distinct *linc–Brn1b* expression in primary somatosensory (S1) and visual (V1) cortical areas. (**I**) β-galactosidase immunofluorescence on coronal sections of P7 *linc–Brn1b*^*−/−*^ cortex shows *linc–Brn1b* expression in layer IV of the somatosensory area (white boxes), specifically within the barrel structures (white arrows), as determined by co-staining with the upper layer markers SATB2 and CUX1. Abbreviations: LV, lateral ventricle; LGE, lateral ganglionic eminence; MGE, medial ganglionic eminence; CGE, caudal ganglionic eminence; CP, cortical plate; SVZ, subventricular zone; VZ, ventricular zone; Str, striatum; M1, primary motor area; S1, primary somatosensory area; cc, corpus callosum; V1, primary visual cortex; A1, primary auditory cortex; F/M, frontal motor cortex. Scale bars: 500 µm (**G**), (**I**, upper panels); 100 µm (**I**, lower panels). **DOI:** http://dx.doi.org/10.7554/eLife.01749.013

**Figure 5—figure supplement 1.**
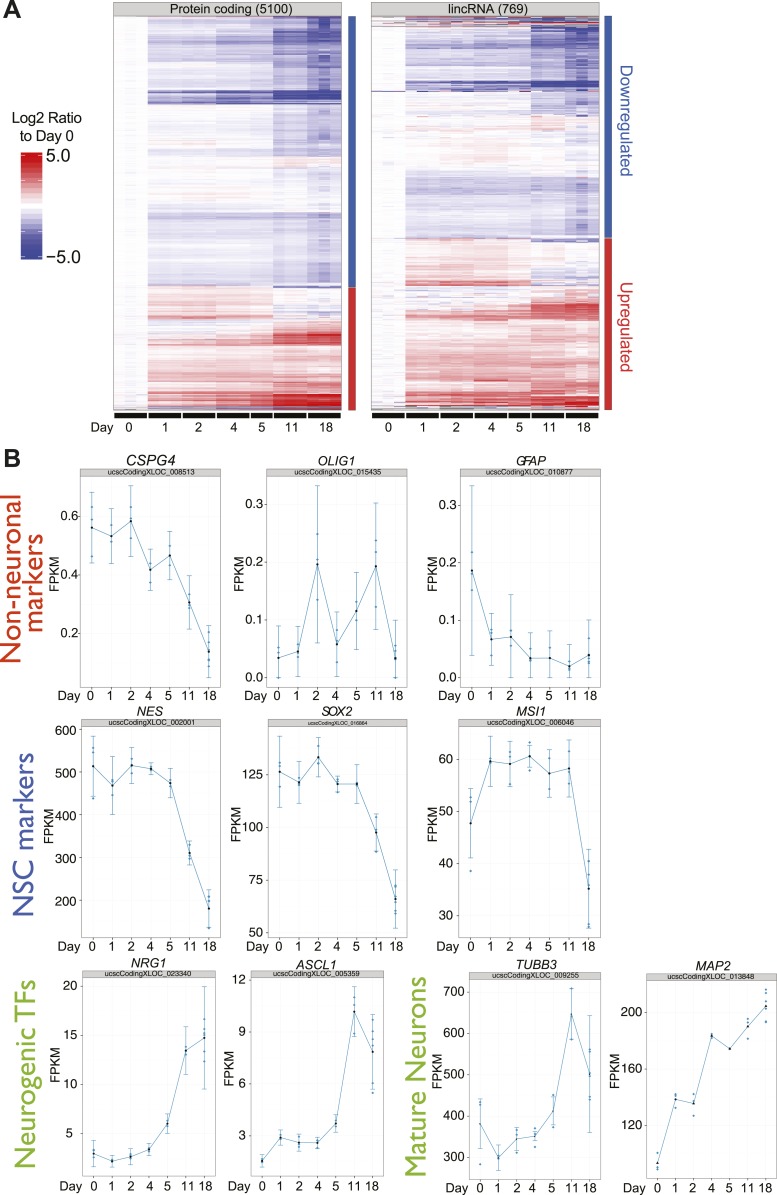
Differential expression of protein coding genes, lncRNAs and neuronal markers during human ES-derived neuronal differentiation time course. (**A**) Heatmap of Cuffdiff2 estimated expression values (FPKM) expressed as log2 fold-change to Day 0 for 5,100 significant protein-coding genes and 769 significant lncRNAs (q<0.001; Cuffdiff2) from a human H1-derived NSC differentiation timecourse. (**B**) Individual expression plots for key neural stem cell markers, neuronal markers, and non-neuronal markers confirm the differentiated state of the human H1-derived NSC into predominantly neurons. **DOI:** http://dx.doi.org/10.7554/eLife.01749.014

### *Linc–Brn1b* expression is spatio-temporally restricted in the developing cerebral cortex

Using RNA-Seq data, we observed *linc–Brn1b* to be predominantly expressed in ES-derived NSCs with additional moderate expression in the adult brain and kidney (Figure 5C). The *linc–Brn1b* gene is a ∼3 Kb transcript derived from a 6.8 Kb genomic locus approximately 10 Kb downstream of the *Brn1* protein coding gene. 

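The linc-Brn1b locus lies on chromosome 1 of mm9 from 42763911 to 42770553 in Supplementary file 1A, a span of 6643 bp. Brn1, annotated as Pou3f3 on the plus strand from 42753991 to 42757052 in GENCODE (NCBIM37), ends 6859 bp before linc-Brn1b, and 9920 bp separate the starts of both genes. No annotated gene overlaps the locus, and 14 annotated genes start within 1 Mb. The deletion runs from 42763988 to 42770543 and removes 6556 bp, or 98.7% of the locus, leaving 77 bp at the low end and 10 bp at the high end. Its GC content is 47.7%. The reference has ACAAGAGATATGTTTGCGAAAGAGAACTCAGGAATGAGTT as the 40 bases before the deletion and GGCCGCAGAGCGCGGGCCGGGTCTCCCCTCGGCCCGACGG as the 40 bases after it. On the other side of Brn1, linc-Brn1a spans 42705045 to 42751670, and its last coordinate is 2321 bp from the start of Brn1.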

To generate the *linc–Brn1b* knockout mice, we targeted the entire *linc–Brn1b* locus (Figure 5D). Complete ablation was confirmed by qRT–PCR (Figure 5E) using adult brain cDNA as template. RNA-FISH in mouse E14.5 neural progenitor cells (NPCs) isolated from the cerebral cortex demonstrated that the *linc–Brn1b* transcript is predominantly nuclear with moderate cytoplasmic expression (Figure 5F).

While identified as a lincRNA expressed in adult brain, the spatio-temporal distribution of *linc–Brn1b* during brain development is not known. Therefore, we used *lacZ* expression from the *linc–Brn1b* locus in heterozygote mutants to define its expression in vivo. We found that *linc–Brn1b* was expressed within neural progenitors of both the ventral and dorsal telencephalon, as early as E13.5 (Figure 5G). Detailed characterization of expression in the germinal zones of the dorsal telencephalon showed that by E15.5, it was strongly expressed in progenitors of both the ventricular zone (VZ) and the subventricular zone (SVZ) of the developing cerebral cortex, and by E18.5 showed restricted expression in the developing upper cortical layers. In addition, whole-mount *lacZ* staining at P7, showed a specific areal distribution for *linc–Brn1b* within both the primary somatosensory cortex and the primary visual cortex (Figure 5H). Within the somatosensory cortex, *linc–Brn1b* was expressed in the barrel structures of the posteromedial barrel subfield (PMBSF) (Figure 5I); a highly organized region of cortical projection neurons that receives afferent connections from the thalamus and is responsible for the coordination of sensory inputs from the rodent vibrissae (Petersen, 2007).

Collectively, the timing and location of *linc–Brn1b* expression within the developing cortex suggests a potential role for *linc–Brn1b* in area-specific development of distinct classes of projection neurons.

### Loss of *linc–Brn1b* results in specific reduction in the number of intermediate progenitor cells (IPCs) in the cerebral cortex

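RNA-Seq of linc-Brn1b knockout and wild-type mice covered whole telencephalon at E13.5 and E15.5 and whole brain at P7. Sample labels list 2 libraries per genotype at each age, except 3 knockout libraries at E15.5, where the paper states n = 2. The authors aligned paired-end 101 bp reads to mm9 with Tophat2 and obtained FPKM values, fold changes and tests from Cuffdiff2 after assembly with Cufflinks. The authors' deposited table holds 40770 genes, 1 FPKM value for each of the 6 groups and all 15 comparisons between them. Values per animal are not given, so neither the spread between animals nor the depth can be stated, and no library could be left out in turn. The q-values of the authors' deposited table equal a Benjamini-Hochberg adjustment over 277811 tests of the 15 comparisons together (largest difference 5.28e-07), so that a call at 1 age depends on the other comparisons. In the authors' deposited table, 17660 genes were tested between genotypes at E13.5, 17434 at E15.5 and 18805 at P7. Ddx3y, Eif2s3y, Kdm5d and Uty, which are Y-linked, were at least 8.23 FPKM in wild type and at most 0.00723 FPKM in knockout at E13.5 in the authors' deposited table. They were at most 0.00554 FPKM in wild type and at least 2.53 FPKM in knockout at E15.5, and at most 0.0122 FPKM and at least 2.07 FPKM at P7, in the authors' deposited table. linc-Brn1b itself was 1.60 FPKM in wild type at E13.5 (q = 0.221), 2.498 FPKM at E15.5 (q = 0.000192) and 0.799 FPKM at P7 (q = 0.183) and is listed at 0 in knockout each time in the authors' deposited table. AK011913, which shares its position and possibly its reads, went from 8.71 to 0.0267 FPKM at E13.5 (q = 0.0530), from 8.73 FPKM to a listed 0 at E15.5 (q = 0.000192) and from 1.06 to 0.0123 FPKM at P7 (q = 0.228) in the authors' deposited table. Knockout AK011913 was 0.306% of wild type at E13.5 and 1.17% at P7.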

To investigate the consequences of genetic deletion of *linc–Brn1b* during development of the telencephalon, we performed RNA-Seq on E13.5 and E15.5 whole telencephalons and P7 whole brains (n = 2) of wild type and *linc–Brn1b*^*−/−*^ mice. At all time points, RNA-Seq analyses identified a statistically significant reduction (∼50%) in expression of the neighboring *Brn1* protein coding gene in *linc–Brn1b*^*−/−*^ brains relative to wild type (E15.5 shown in Figure 6A, Figure 6—figure supplement 1A,B). 

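Brn1 is listed as Pou3f3, on chromosome 1 from 42753991 to 42757054. At E13.5 its expression was 81.5 FPKM in wild type and 36.5 FPKM in knockout, with a log2 fold change of -1.16 in the authors' deposited table. At E15.5, the values in the authors' deposited table were 82.5 and 29.2 FPKM, with a log2 fold change of -1.50. In P7 brain they were 22.7 and 5.81 FPKM, with a log2 fold change of -1.96 in the authors' deposited table. The Cuffdiff2 q-value in the authors' deposited table was 0.000192 at each age, from the smallest p-value Cuffdiff2 reported. These values correspond to reductions of 55.2% at E13.5, 64.6% at E15.5 and 74.4% at P7. With log2(FPKM + 1), the reductions were 54.5%, 63.9% and 71.2%. Whether the reduction differs between the ages was not tested.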

We observed a similar decrease in BRN1 protein expression between wild type and *linc–Brn1b*^*−/−*^ E14.5 cortical-derived neurospheres and E15.5 whole cortex samples (Figure 6B). In contrast, upon knockout of *linc–Brn1b,* we observed a significant increase in expression of *linc–Brn1a* (p<0.01; Cuffdiff2), which shares a bidirectional promoter with *Brn1* (Figure 6A). 

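linc-Brn1a is listed under the symbol 2610017I09Rik, which GENCODE annotates as protein coding on the minus strand, from 42705223 to 42723757 on chromosome 1. Its values below are for the longer span of the authors' deposited table, from 42705045 to 42751670. In E15.5 telencephalon, its expression was 191 FPKM in wild type and 689 FPKM in knockout, a log2 fold change of 1.85 in the authors' deposited table. The log2 fold changes in the authors' deposited table were 0.57 at E13.5 (165 and 245 FPKM) and 2.51 at P7 (79.7 and 453 FPKM). In percent of wild type, the knockout values were 149% at E13.5, 362% at E15.5 and 568% at P7. 2900092D14Rik lies between Brn1 and linc-Brn1b, from 42757181 to 42760021. It was 24.3 FPKM in wild type and 8.65 FPKM in knockout at E15.5, a log2 fold change of -1.49 in the authors' deposited table. At E13.5 and P7, the log2 fold changes of 2900092D14Rik in the authors' deposited table were -1.25 and -1.94. All 6 of these comparisons had a Cuffdiff2 q-value of 0.000192 in the authors' deposited table.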

This suggests opposing regulatory effects on the neighboring lincRNA and protein coding genes upon deletion of *linc–Brn1b.*

**Figure 6.**
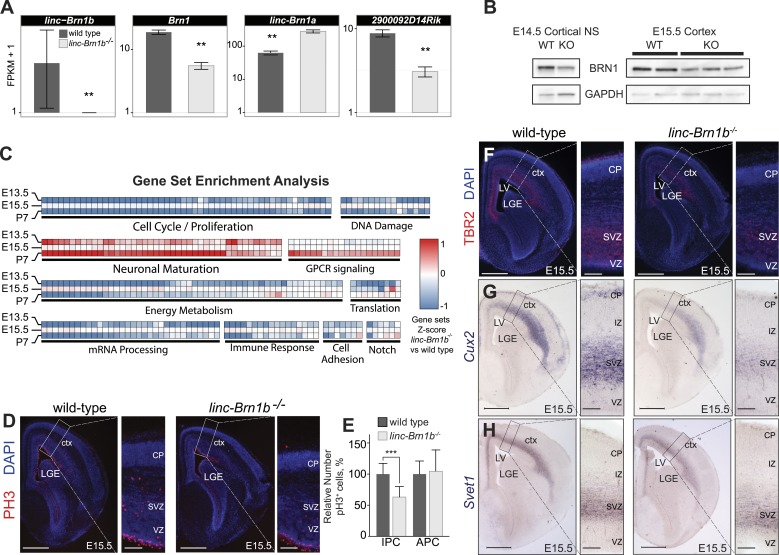
*linc–Brn1b*^*−/−*^ mice demonstrate defects in proliferation of IPCs. (**A**) RNA-Seq expression estimates from E15.5 wild type and *linc–Brn1b*^*−/−*^ telencephalon for *linc–Brn1b*, the protein coding gene *Brn1*, and neighboring genes *linc–Brn1a* and *2900092D14Rik*. (**B**) Western blots of wild type and *linc–Brn1b*^*−/−*^ E14.5 cortical neurospheres (NS), and E15.5 cortices. (**C**) GSEA of *linc–Brn1b*^*−/−*^ vs wild type in E13.5 and E15.5 telencephalon and P7 whole brain (as described in Figure 3). (**D** and **E**) Immunofluorescence staining for the mitotic marker phosphorylated histone H3 (pH3) in E15.5 coronal sections of cortex (**D**) and pH3^+^ cell counts of apical progenitors (APC) and intermediate progenitors (IPC) (**E**). (**F**–**H**) Immunofluorescence staining for TBR2 (**F**), and in situ hybridization for *Cux2* (**G**) and *Svet1* (**H**) in wild type and *linc–Brn1b*^*−/−*^ E15.5 cortex show that mutant mice have decreased expression of SVZ intermediate progenitor markers. Scale bars = 500 µm (**D**–**H**). **p<0.01, ***p<0.001; Student’s *t* test. LGE, lateral ganglionic eminence; LV, lateral ventricule; ctx, cortex; CP, cortical plate; VZ, ventricular zone; SVZ, subventricular zone; IZ, intermediate zone. **DOI:** http://dx.doi.org/10.7554/eLife.01749.015

**Figure 6—figure supplement 1.**
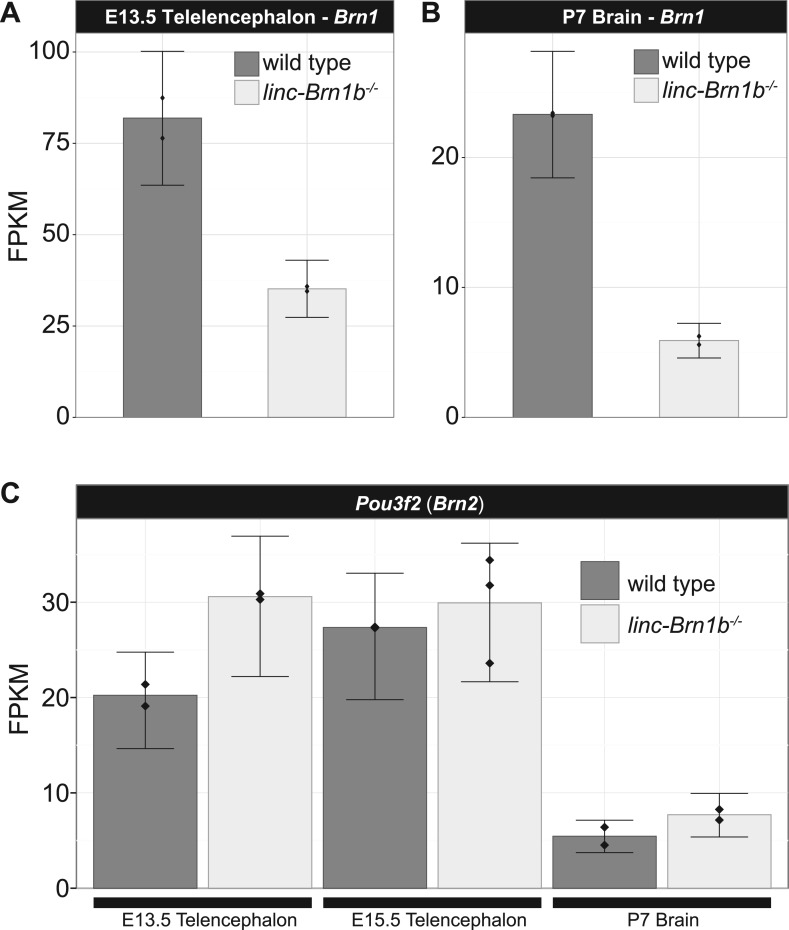
*Brn1* transcript is reduced in *linc–Brn1b*^*−/−*^ E13.5 telencephalon and P7 brain. RNA-Seq expression estimates (FPKM) for the *Brn1* protein coding gene in E13.5 telencephalon (**A**) and P7 brain (**B**) harvested from wild type and *linc-Brn1b^-/-^* littermates (n=2). (**C**) The *Brn1* paralog *Brn2* has no significant changes in expression in the *linc-Brn1b^-/-^* mice in any condition, suggesting no contribution from this gene to the observed phenotype. **DOI:** http://dx.doi.org/10.7554/eLife.01749.016

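Between linc-Brn1b knockout and wild type, the authors' deposited table has 2612 genes with a q-value of at most 0.05 at E13.5, 176 at E15.5 and 2422 at P7. Higher and lower in knockout were 1140 and 1472 genes at E13.5, 47 and 129 at E15.5, and 1301 and 1121 at P7, in the authors' deposited table. With q-values adjusted within each comparison alone, the numbers were 1684 (593 higher, 1091 lower), 41 (3 higher, 38 lower) and 1362 (728 higher, 634 lower). Among differentially expressed genes with at least 1 FPKM in both groups and a symbol other than a Gm, RIKEN or XLOC name, those at the top by log2 fold change in the authors' deposited table were linc-Nsfl1c-1 (6.27), Slc7a11 (2.26) and Fxy (2.04) at E13.5, Helt (0.70), linc-Spata3 (0.64) and Emp1 (0.59) at E15.5, and linc-Nsfl1c-1 (6.52), Tuba1c (4.02) and linc-Asap2-5 (2.22) at P7. Those at the bottom in the authors' deposited table were Gas5 (-2.69), Hist1h4i (-2.15) and S100a16 (-2.11) at E13.5, Ttr (-7.38), Brn1 and Sulf1 (-1.45) at E15.5, and Pomc (-4.53), Pcp2 (-3.31) and Mfap4 (-2.23) at P7. Helt and linc-Spata3 are not called at E15.5 with adjustment within the comparison. The choice of names leaves out, among others, linc-Brn1a and 2900092D14Rik, which have RIKEN symbols, and Gm5506, with log2 fold changes of 3.62 at E13.5 and 3.35 at P7 in the authors' deposited table. Ttr is a choroid plexus marker, and the 9 tested markers of that tissue had a median log2 fold change of -3.43 at E15.5.

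E13.5 and P7 shared 510 differentially expressed genes, where 332 would be shared if the calls were independent, and 433 of them (84.9%) changed in the same direction. E13.5 and E15.5 shared 57, against 24.0 from independent calls, of which 30 (52.6%) changed in the same direction. E15.5 and P7 shared 61, against 20.7, of which 47 (77.0%) did. At all 3 ages, 27 genes were differentially expressed, 20 of them in the same direction throughout. Adjusting the q-values within each comparison moved the first of these overlaps to 227 genes, against 120 from independent calls, with 194 (85.5%) in the same direction. Agreement between ages does not separate an effect of genotype from other differences that the groups of those ages share.

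Lists of cell cycle genes and of neuronal maturation genes, written by hand, were compared with random lists matched on expression. The cell cycle genes had a median log2 fold change of -0.15 at E13.5 (57 of 74 lower, percentile 0) and of -0.71 at P7 (71 of 73 lower, percentile 0). At E15.5 their median was 0.04, with 58 of 74 higher in knockout, and the list lay at percentile 99.99. Of these genes, 12 were differentially expressed at E13.5, 0 at E15.5 and 48 at P7, all of them lower in knockout. Across all tested genes at E15.5, the authors' deposited table has 266 with an unadjusted p-value of at most 0.05. That is under a share of 0.05 of the tested genes, so fewer than evenly spread p-values without any effect would give. The neuronal maturation genes had a median of 0.29 at E13.5 (59 of 62 higher, percentile 100), 0.03 at E15.5 (38 of 63 higher, percentile 99.62) and 0.31 at P7 (52 of 63 higher, percentile 100). Ribosomal protein genes had a median of -1.05 at E13.5, 0.07 at E15.5 and -0.28 at P7. The medians for oxidative phosphorylation genes were -0.84, 0.05 and -0.04. Erythroid markers were at percentile 0 at E13.5 and E15.5. Of the 19 lists, 14, 12 and 11 lay in the outer 2.5% at either end of the random lists at the 3 ages. With independent genes 0.95 would, but genes of a list are not independent, so the excess alone is no evidence of a genotype effect. Differences between the ages were not tested. Whether the P7 whole-brain libraries of both genotypes held the brain regions in equal shares was not tested either.

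**Figure D2:**
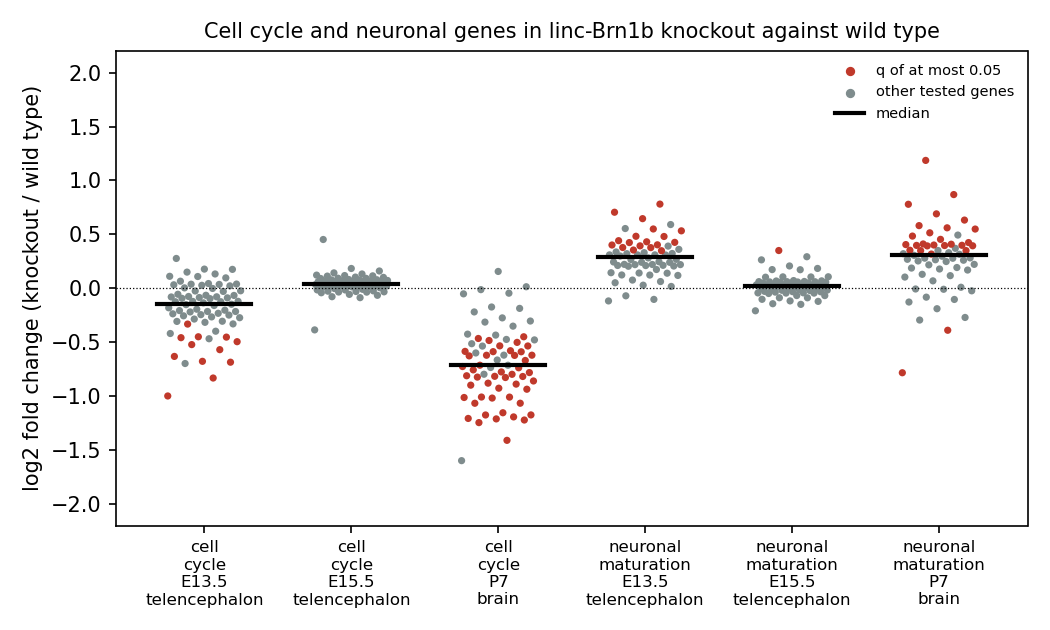
Log2 fold change of linc-Brn1b knockout over wild type (vertical axis) for the tested genes of the cell cycle and neuronal maturation lists at E13.5, E15.5 and P7 (horizontal axis), from the authors' deposited table. Each point is a gene, red where its q-value is at most 0.05 and grey otherwise, and each black line is the median. The cell cycle medians are -0.15, 0.04 and -0.71 and the neuronal maturation medians 0.29, 0.03 and 0.31.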

Gene set enrichment analysis (GSEA) revealed a significant decrease in genes associated with cellular growth and proliferation in *linc–Brn1b*^*−/−*^ relative to wild type at all three time points sampled and an increase in gene sets positively correlated with neuronal maturation (Figure 6C). These results are consistent with a predicted role for *linc–Brn1b* derived from our initial GBA analyses (Figure 1C) and suggest a function for *linc–Brn1b* in the differentiation of neural progenitors and neurogenesis in the telencephalon.

To investigate potential abnormalities of *linc–Brn1b*^*−/−*^ mutants, we concentrated on the dorsal telencephalon (the developing cerebral cortex). First, to quantify the proliferation of cortical progenitors, we evaluated the expression of the mitotic marker phosphorylated histone H3 (pH3) in E15.5 wild type and *linc–Brn1b*^*−/−*^ cortices (Figure 6D). Quantification of pH3^+^ cells revealed a significant and specific reduction in the relative percentage of pH3^+^ intermediate progenitor cells within the SVZ (36.88% decrease; p<3.93e-05; Student’s *t* test) in *linc–Brn1b* mutant vs control cortices (Figure 6E). The observed abnormalities were specific to intermediate progenitors, as there was no statistically significant change in the proliferation rate of apical progenitors within the VZ (Figure 6E).

In agreement with a reduction in intermediate progenitors of the cortical SVZ we found decreased expression of the markers TBR2 (Figure 6F), *Cux2* (Figure 6G), and *Svet1* (Figure 6H) (Tarabykin et al., 2001; Zimmer, 2004; Molyneaux et al., 2007; Arnold et al., 2008; Cubelos et al., 2008; Sessa et al., 2008) in *linc–Brn1b*^*−/−*^ mutants.

Together, the data indicate that *linc–Brn1b* knockout mice exhibit a decrease in proliferation of cortical progenitors in vivo, and that this defect is restricted to a specific subpopulation of progenitors in the SVZ of the developing cortex.

### Cortical lamination is abnormal in *linc–Brn1b^−/−^* mice

To investigate whether the observed decrease in SVZ progenitors resulted in an overall reduction in cortical thickness, we measured *linc–Brn1b*^*−/−*^ mutants and wild-type littermates at P7. The distance between the pia and the white matter was measured at matched medio-lateral and rostro-caudal locations (n = 17 wild-type sections and n = 10 *linc–Brn1b*^*−/−*^ sections). We reproducibly observed a significant 6.24% decrease in the total thickness of the neocortex in the mutants, relative to wild type (1317.31 µm ± 20.03 in *linc–Brn1b*^*−/−*^ vs 1404.90 µm ± 15.07 in wild type; p<0.002, Student’s *t* test) (data not shown)*.*

To define whether generation of projection neuron subtypes was affected in the absence of *linc–Brn1b*, cortices from *linc–Brn1b*^*−/−*^ and wild-type littermates were collected at P7 and immunostained for markers of different projection neuron classes: CUX1, a marker of upper layer II/III and IV callosal projection neurons (Zimmer, 2004) (Figure 7A), CTIP2, a marker of layer V subcerebral projection neurons (Arlotta et al., 2005) (Figure 7B), and TLE4, a marker of layer VI corticothalamic projection neurons (Koop et al., 1996; Chen, 2005; Molyneaux et al., 2005) (Figure 7C). Measurements of the thickness of each cortical layer showed a distinct reduction in the upper layer II/III–IV (11.62% reduction in absolute thickness in *linc–Brn1b*^*−/−*^ vs wild type; Figure 7A, p<0.0004; Student’s *t* test), which was also detectable by histological Nissl staining (Figure 7D). In contrast, no significant change in the absolute thickness of either layer V (Figure 7B, p<0.18; Student’s *t* test) or VI (Figure 7C, p<0.54; Student’s *t* test) was detected.

**Figure 7.**
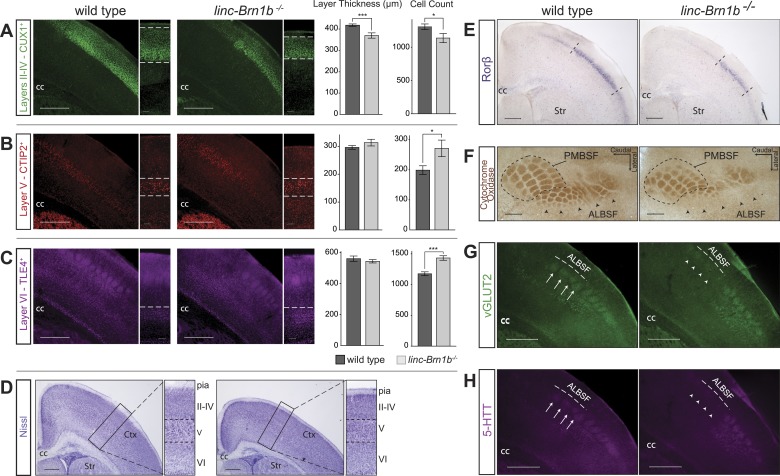
Abnormal cortical lamination and disruption of the barrel cortex in *linc–Brn1b*^*−/−*^ mice. (**A**) Immunofluoresence staining and quantification on coronal sections of P7 wild type and *linc–Brn1b*^*−/−*^ cortices for upper layer II–IV marker CUX1 show a significant reduction in absolute layer thickness and total number of CUX1^+^ projection neurons in *linc–Brn1b*^*−/−*^ mice. (**B** and **C**) Immunofluorescence staining and quantification on coronal sections of P7 wild type and *linc–Brn1b*^*−/−*^ cortices for layer V marker CTIP2 (**B**), and for layer VI marker TLE4 (**C**) show not significant change in the total thickness of layer V and VI, but significant increase in the number of CTIP2^+^ subcerebral projection neurons and TLE4^+^ corticothalamic neurons in *linc–Brn1b*^*−/−*^ mice. (**D**) Nissl staining of coronal sections of P8 wild type and *linc–Brn1b*^*−/−*^ cortices shows overall cortical reduction and specific decrease in upper layer thickness in *linc–Brn1b*^*−/−*^ mice. (**E**) *Rorβ* in situ hybridization on coronal sections of P7 wild type and *linc–Brn1b*^*−/−*^ primary somatosensory cortex. (**F**) Cytochrome oxidase c activity on sections spanning barrel cortex shows reduction in the anteriolateral barrel subfield (ALBSF) in *linc–Brn1b*^*−/−*^ mice. The loss of barrels in the ALBSF and their general disorganization are confirmed by immunofluorescence staining for vGLUT2 (**G**) and 5-HTT (**H**). The full arrows indicate individual barrels and arrowheads point to corresponding barrels that are absent in the *linc–Brn1b*^*−/−*^ brains. *p<0.05, **p<0.01, ***p<0.001; Student’s *t* test. Scale bars = 500 µm (**A**–**E**) and (**G**–**H**), 100 µm (**F**). ctx, cortex; cc, corpus callosum; str, striatum; PMBSF and ALBSF, posteriomedial and anteriolateral barrel subfield. **DOI:** http://dx.doi.org/10.7554/eLife.01749.017

In order to determine whether the number of specific classes of neurons within layers was affected in the mutant cortex, we quantified the percentage of CUX1^+^, CTIP2^+^ and TLE4^+^ neurons. In agreement with a reduction in the thickness of layer II/III–IV, we observed that the number of CUX1^+^ callosal projection neurons was decreased by 12.97% in the mutant compared to wild type (Figure 7A, mean = 1137 ± 69 CUX1^+^ cells in *linc–Brn1b*^*−/−*^ vs mean = 1307 ± 52 in wild type; p<0.03; Student’s *t* test). Conversely, despite the unchanged thickness of layers V and VI, the number of CTIP2^+^ subcerebral projection neurons (Figure 7B, mean = 271 ± 28 in *linc–Brn1b*^*−/−*^ vs mean = 199 ± 14 in wild type; p<0.016; Student’s *t* test) and TLE4^+^ corticothalamic projection neurons (Figure 7C, mean = 1432 ± 37 in *linc–Brn1b*^*−/−*^ vs mean = 1176 ± 31 in wild type; p<5.9 × 10^−5^; Student’s *t* test) neurons were increased by 36.39% and 21.77% in the *linc–Brn1b*^*−/−*^ mice, respectively. These data suggest the possibility that a subset of upper layer progenitors abnormally generate deep layer neurons in place of CUX1^+^ upper layer neurons in the *linc–Brn1b*^*−/−*^ mutant.

The selective reduction in the generation of upper layer cortical neurons is interesting, considering that these neurons are principally derived from the expansion of intermediate progenitors, which are reduced in *linc–Brn1b*^*−/−*^ mice. Taken together, these results indicate that *linc–Brn1b* is required for proper generation of cortical neurons, in particular projection neurons of layer II/III–IV.

### Disorganization of the barrel cortex in *linc–Brn1b*^*−/−*^ mice

Whole mount analysis of *linc−Brn1b* areal distribution showed high levels of expression in primary somatosensory cortex, an area that in rodents receives thalamocortical afferents relaying sensory information from the mustacial vibrissae (Petersen, 2007). Given the expression of *linc–Brn1b* within this region, and the requirement for proper specification of upper layer neurons, we investigated whether *linc–Brn1b* is required for the proper development of the somatosensory cortex and organization of the barrel structures. In situ hybridization against the barrel cortex marker RAR-related orphin beta (*Rorβ*) (Jabaudon et al., 2012), on matched coronal sections of P7 wild type and knockout mouse cortices demonstrated a reduction in the total size of the barrel cortex in the *linc–Brn1b*^*−/−*^ mice (Figure 7E) with a more pronounced loss of *Rorβ*^*+*^ neurons at the medial edge.

Histochemical staining of cytochrome oxidase C activity in the somatosensory cortex was examined and showed a distinct disruption of the individual barrel structures, particularly within the anteriolateral barrel subfield (ALBSF) (Figure 7F). A reduction in overall area and number of barrels in *linc–Brn1b* mutants was also observed in the highly organized posteriomedial barrel subfield (PMBSF). These findings, already consistent with the *Rorß* in situ hybridization data, were confirmed in P7 coronal sections immunostained with vGLUT2 (Figure 7G) and 5-HTT (Figure 7H), both of which specifically label the barrel structures. Analysis of both of these markers corroborates a specific impairment of the barrels within the ALBSF, and a general disorganization of individual barrel structures in the *linc–Brn1b*^*−/−*^ mice.

Taken together, these results demonstrate the requirement of *linc−Brn1b* for the proper development of different classes of projection neurons within the cerebral cortex, and suggest that the loss of *linc−Brn1b* may potentially have broader implications for state-dependent cortical sensory processing.

## Discussion

In the post genomic era, thousands of long noncoding RNAs have been discovered as transcribed units in mammalian genomes. However, what fraction of these new transcripts have general functional significance in vivo is debated. While several studies have indicated a role for lincRNAs in diverse biological processes (Ponting et al., 2009; Rinn and Chang, 2012; Mercer and Mattick, 2013; Ulitsky and Bartel, 2013), it has been suggested that most transcripts could represent nonfunctional transcriptional by-products (Struhl, 2007; Kowalczyk et al., 2012). Early critical studies of knockout strains (e.g., *Xist* and *Tsix*) did find lncRNAs implicated in X inactivation to be required for life. Yet, of the relatively few lncRNA mouse models derived since, many have displayed subtle defects or no phenotype (Ripoche et al., 1997; Gordon et al., 2010; Anguera et al., 2011; Nakagawa et al., 2011; Zhang et al., 2012).

Other strategies using RNAi and xenografts to assess the function of lncRNAs in vivo have revealed interesting roles in development and tumor growth (Ulitsky et al., 2011; Wang et al., 2011; Yang et al., 2013). Together with difficulties in finding a phenotype in mouse models such as *Malat1*, *Neat1* (Nakagawa et al., 2011; Zhang et al., 2012), these findings have led some to suspect that acute inactivation of lncRNAs leads to stronger phenotypes than constitutive deletions, where compensatory events may occur. Therefore, our study, grounded in genetic deletions, demonstrates the important physiological insights that can be gleaned by constitutive lincRNA knockouts.

By leveraging our large-scale RNA-sequencing and genomics studies in combination with an integrated and multifaceted candidate selection pipeline, we were successful in finding physiologically essential lincRNAs. Through the initial characterization of the 18 lincRNAs knockout strains generated here, we found three that exhibit peri- or post-natal lethality and two additional ones with distinct developmental defects. Future studies will describe in detail other promising phenotypes.

A few recent studies have demonstrated that lincRNAs regulate neighboring protein coding genes and thereby may function as *cis*-enhancers or *cis*-regulatory elements (Ørom et al., 2010; Wang et al., 2011). Here, we were able to examine several lincRNAs and the regulation of the neighboring protein coding genes in a genetically defined context. We find one instance where the deletion of a lincRNA, *Fendrr*, phenocopies the neighboring protein coding gene despite a non-significant effect on *Foxf1* gene expression. Interestingly, chromatin predictions of enhancers (Shen et al., 2012) suggest this lincRNA may have enhancer-like properties (H3K4me1 and Pol II). However, our genetic analysis is not consistent with the notion of *Fendrr* as a chromatin signature-defined ‘enhancer’. Specifically, Grote et al observed a similar lethality phenotype in *Fendrr* mutants, yet their strategy (insertion of a strong transcription stop sequence) retained almost the entire DNA segment of *Fendrr*. This suggests that *Fendrr* cannot be acting simply as a DNA enhancer, although we cannot rule out the passive act of transcription as being functional. In our model, both the endogenous promoter and first exon remain. Moreover, the introduced *lacZ* reporter is actively transcribed as well, thus ruling out the passive act of transcription for *Fendrr* activity. Finally, since this lincRNA does not appear to act as a local enhancer and does not encode a small peptide based on PhyloCSF and Ribosome profiling analyses, we believe *Fendrr* to be a physiologically relevant and functional RNA molecule.

Interestingly, *Fendrr* mutant mice exhibit many features of *Foxf1a* protein coding gene heterozygous mutants (Mahlapuu et al., 2001). Since we do not observe a significant decrease in *Foxf1a* expression in *Fendrr* mutants, this raises the possibility that *Fendrr* could act downstream of *Foxf1a*. The FOXF1A protein plays an important role in the development of the lung and the gastrointestinal tract (Mahlapuu et al., 2001). Similarly, we found that *Fendrr* is expressed in the mesenchyme of these tissues and that homozygote mutant mice display lung and gastrointestinal tract defects most likely leading to perinatal lethality. Several cases of genetic deletions encompassing the neighboring protein coding gene *FOXF1*, and also *FENDRR* have been observed in neonates with the lethal lung disorder ‘alveolar capillary dysplasia with misalignment of pulmonary veins’ (ACD/MPV) (Szafranski et al., 2013). This supports our hypothesis that lincRNAs can be required for normal organ development and misregulated in pathological states, which could translate to human disease.

Deletion of both *Peril* and *Mdgt* also results in viability defects. *Mdgt* is transcribed from a bidirectional promoter shared with *Hoxd1*, which is located only 84 bp away from *Mdgt*. Although we do not exclude that *Hoxd1* expression could be affected by our *Mdgt* deletion strategy, the phenotype of homozygous *Hoxd1* mutants, which are viable and fertile, is in sharp contrast with *Mdgt*^*−/−*^ mutants (Guo et al., 2010). Thus, deletion of *Mdgt* does not phenocopy *Hoxd1*, indicating a distinct function for this lincRNA. Interestingly, mice with a deletion of the adjacent *Hoxd3* protein coding gene display reduced viability similar to *Mdgt* (Condie and Capecchi, 1993). However, contrary to *Mdgt*^*−/−*^, the surviving *Hoxd3*^*−/−*^ mice do not appear to have a growth defect, again suggesting a distinct function for *Mdgt*.

Neither the *Peril* nor *Mdgt* locus appears to be enriched for the signature enhancer modifications H3K4me1, H3K27ac in any public mouse ENCODE datasets. In the case of *Peril*, no genes were found significantly differentially expressed in knockout vs wild-type brains within ±1 Mb of *Peril* (Figure 3—figure supplement 2C; p<1.0, bootstrapped from 1000 random genomic intervals). Therefore, cis effects, as suggested by other enhancer-associated lincRNAs like *Hottip* (Wang et al., 2011), are unlikely. 

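Within 1 Mb of the first coordinate of Peril, 10 genes were tested and 1 was differentially expressed at a q-value of at most 0.05 in the authors' deposited table. This gene, linc-Atp11b-3, spans 34725073 to 34777156 on chromosome 3 and starts 43859 bp beyond the end of the deletion. In the authors' deposited table, it was 0.0601 FPKM in wild type and 47.2 FPKM in the libraries labelled knockout, a log2 fold change of 9.62 with a Cuffdiff2 q-value of 0.0264. Its test statistic there was only 0.0943, against 4.06 for linc-Atp11b-4, which had the larger Cuffdiff2 p-value (0.00485). The call of linc-Atp11b-3 thus rests on a p-value at odds with its statistic, and the shares below rest on this call. The FPKM of linc-Atp11b-3 was at most 0.0887 in the 8 groups of the Fendrr and linc-Brn1b strains, whose tables were normalized separately. Random 2 Mb intervals held 0.021 such genes on average, and a share of 0.021 of the 1000 intervals held at least 1. With the intervals centred on tested genes, the share was 0.052.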

Collectively, these results suggest that lethality of the three lincRNAs observed in this study are likely not due to *cis* or enhancer-like RNA regulatory effects.

In addition to viability phenotypes, we also describe several developmental abnormalities such as body size and cortical defects in the *linc–Brn1b* mutant strain. Based on currently available public data, the *linc–Brn1b* locus does not appear to have enrichment for chromatin marks characteristic of enhancers, but rather the canonical H3K4me3/H3K36me3 signature of active transcription in the brain. In this case, however, deletion of *linc–Brn1b* did affect the expression of the neighboring protein coding gene. *linc–Brn1b* resides near *Brn1* (*Pou3f3*), a key transcription factor that shares redundant roles with the closely related paralog *Brn2* (*Pou3f2*) in upper layer cortical development. Interestingly, deletion of *linc–Brn1b* results in a significant reduction in the neighboring BRN1 protein (Figure 6). However, in contrast to *linc–Brn1b* mutants, deletion of *Brn1* alone does not lead to defects in cortical lamination. Only when both *Brn1* and *Brn2* are deleted (*Brn1/2* double mutants) is a reduction in layers II–IV neurons observed (McEvilly, 2002; Sugitani et al., 2002; Dominguez et al., 2012). Despite the differential regulation of the adjacent *Brn1* gene, *linc–Brn1b* does not appear to act as a general *cis*-enhancer. 

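At E13.5, 15 genes with a start within 1 Mb of the first coordinate of linc-Brn1b were tested, and 5 had a q-value of at most 0.05 in the authors' deposited table. They are Brn1, linc-Brn1a, 2900092D14Rik, linc-Pou3f3-1 and linc-Pou3f3-6. The targeted linc-Brn1b is not among them. linc-Pou3f3-1, from 42643840 to 42687203, was 0.503 FPKM in wild type and 1.18 FPKM in knockout, a log2 fold change of 1.23 in the authors' deposited table, and linc-Pou3f3-6, from 41799845 to 41999104, was 4.22 and 8.43 FPKM, a log2 fold change of 1.00. Both had a Cuffdiff2 q-value of 0.000192 in the authors' deposited table. As differences of log2(FPKM + 1), these changes were 0.54 and 0.85.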

The region has five other genes within ±1 Mb that are differentially expressed. However, this is not significant given the dramatic changes to the transcriptome in the *linc–Brn1b*^−/−^ E13.5 telencephalon (Figure 3—figure supplement 2B; p<0.225, bootstrapped from 1000 random genomic intervals).

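A random 2 Mb interval held 2.18 of the 2611 differentially expressed genes with a position on the chromosomes used. Of 1000 such intervals, a share of 0.139 held at least as many as the window around linc-Brn1b. The same test at the other ages, chosen only after the data had been seen, found 6 of 15 tested genes and a share of 0.003 at E15.5, where 2 of the 6 lie at linc-Brn1b itself and leaving them out gave 0.001. At P7 it found 5 of 16 and a share of 0.112. Some of the called entries lie close together, and the shares count each as a separate gene. From the E13.5 comparison, the paper proposes that linc-Brn1b does not act as a general cis-enhancer, although Brn1 is affected.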

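Brn2 is listed as Pou3f2, on chromosome 4 from 22413941 to 22415278. In linc-Brn1b knockout against wild type at E13.5, it was 30.6 against 20.2 FPKM in the authors' deposited table, with a log2 fold change of 0.60 and a Cuffdiff2 q-value of 0.000192. For E15.5 the values in the authors' deposited table were 29.9 against 27.4 FPKM, with a log2 fold change of 0.13 and a q-value of 0.497. For P7 they were 7.71 against 5.46 FPKM, with a log2 fold change of 0.50 and a q-value of 0.0236, in the authors' deposited table. Adjusted within the P7 comparison alone, the q-value was 0.0934. Knockout Brn2 was therefore 151%, 109% and 141% of wild type. On the log2(FPKM + 1) scale, the differences were 0.57, 0.13 and 0.43.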

We do not observe a significant difference in expression of the paralogous *Brn2* protein coding gene in any *linc–Brn1b*^−/−^ developmental stage analyzed when compared to wild type (Figure 6—figure supplement 1C), Thus, despite an observed decrease in *Brn1* expression in *linc–Brn1b*^*−/−*^*,* deletion of *linc–Brn1b* does not phenocopy deletion of the neighboring protein coding gene *Brn1*. In fact, ablation of *linc–Brn1b* results in a stronger phenotype than that observed for the neighboring protein coding gene, suggesting additional roles for this lincRNA. In addition, we observe expression of *linc–Brn1b* in regions of the brain with no known expression of *Brn1*. Together, these observations suggest that lincRNAs adjacent to important developmental regulators may act on upstream and/or distinct pathways in addition to already reported *cis*-enhancer-like mechanisms (Ørom et al., 2010; Wang et al., 2011).

Further leveraging our genetically defined deletion we gleaned additional insights into lincRNA biology and transcriptional regulation in vivo. It has been noted that lincRNAs have a propensity to be transcribed from bidirectional promoters (Cabili et al., 2011; Pauli et al., 2012; Ulitsky and Bartel, 2013). New studies have also suggested that many lincRNAs transcribed from bidirectional promoters are unstable and likely non-functional transcripts (Almada et al., 2013; Sigova et al., 2013). Interestingly, *Fendrr* is transcribed from a bidirectional promoter. Here, we observe that deletion of *Fendrr* is lethal despite leaving an intact promoter, expression of the first exon and not interfering with Pol II dynamics at this locus. Similarly, RNA-Seq analysis of *linc–Brn1b* knockout revealed a strong and significant upregulation of *linc–Brn1a,* a lincRNA transcribed from a bidirectional promoter shared with *Brn1*. This incongruous activity on adjacent genes (decrease in *Brn1* protein coding gene and increase in *linc–Brn1a* transcribed from a bidirectional promoter with *Brn1*) observed in the *linc–Brn1b*^*−/−*^ brain is suggestive of a functional role for the dynamically regulated *linc–Brn1a*, rather than transcriptional noise from bidirectional transcription from the protein coding gene promoter. Together, these findings confirm that not all lincRNAs transcribed from a bidirectional promoter are irrelevant transcriptional by-products, but rather suggests that some fraction of these transcripts play critical functional roles during development.

Our framework for lincRNA candidate selection for genetic analysis, based on RNA-sequencing catalogs and genomic studies, has led us to unexplored roles for lincRNAs in brain development. The brain (and the CNS more broadly) constitutes one of the most complex and fast evolving organs in the body. Here, it is likely that complex regulatory mechanisms of lincRNAs have evolved to build the layered control of gene expression necessary to generate the unparalleled cellular diversity and complex function of this organ. *linc–Brn1b* represents an example of a lincRNA that has an effect on development of the cerebral cortex. Beyond *linc–Brn1b*, many more lincRNAs from our screen have similar restricted patterns within progenitors in the VZ and SVZ of the telencephalon, possibly suggesting roles in neurogenesis. Others have highly cell-specific and dynamic in vivo expression patterns in distinct regions of the brain (Mercer et al., 2008). Thus, it is likely that more extensive work will reveal additional lincRNA mutants strains with additional brain and/or behavioral defects yet unexplored here. While rigorous behavioral studies will, in the future, determine whether loss of a lincRNA may result in specific behavioral abnormalities, we have made promising initial observations on two mutant strains. One mutant strain (*Spasm*) has tremors and a propensity to develop spastic movements upon handling, while a second strain (*linc–p21*) displays clasping of hind limbs when lifted by the tail (Sauvageau et al., unpublished).

As a whole, our 18 lincRNA knockout mouse models have revealed important aspects of lincRNA biology and constitute a useful resource for many future studies on the roles of lincRNAs in mammalian development, physiology and behavior.

## Materials and methods

### Mice

lincRNA knockout mice were generated by replacing the selected lincRNA gene with a *lacZ* cassette. Briefly, targeting constructs were constructed using VelociGene technology as described previously (Valenzuela et al., 2003). The VelociGene Allele Identification Numbers are shown in Supplementary file 1A. Linearized targeting constructs, generated by gap repair cloning containing mouse lincRNA upstream and downstream homology arms flanking a KOZAK-ATG-*lacZ*-pA-*LoxP*-hUb1-EM7-*neo*(superscript R)-pA-*LoxP* cassette, were electroporated into VGF1 hybrid mouse embryonic stem (ES) cells, derived from a 129S6S v/Ev female to a C57BL/6N male mating. Mouse ES cells carrying a heterozygous deletion of the lincRNA gene were identified by loss-of-function allele screening with 2 Taqman qPCR assays (Supplementary file 1F). Simultaneous replacement of the lincRNA gene with the *lacZ* cassette was confirmed by gain-of-allele Taqman assays against the *lacZ* and neomycin resistance cassette (Supplementary file 1F). Probes were labeled with 6-carboxy-fluorescein (FAM) on their 5′ ends and BHQ-1 on their 3′ ends. Targeted ES clones were introduced into an 8-cell stage mouse embryo using the VelociMouse method (Poueymirou et al., 2006). Mice were backcrossed once with C57BL/6J. Mutant mice were identified by genotyping for loss of lincRNA allele and gain of *lacZ* cassette. Toe clips, embryos or yolk sac were digested for 30 min at 95°C in 100 μl of 25 mM Sodium Hydroxide and 0.2 mM EDTA. Tissue digestion was neutralized by adding 100 μl of 40 mM Tris-HCl. PCR reactions using 4 μl of digested tissue with 10 mM *lacZ* specific and lincRNA gene specific primer pairs (Supplementary file 1C for sequences) were then performed and run on a 2% agarose gel. PCR conditions were as follows: 5 min at 95°C followed by 35 cycles of 30 s at 95°C, 45 s at 60°C, 30 s at 72°C and a final step at 72°C for 2 min. Mice were housed under controlled pathogen-free conditions (Harvard University’s Biological Research Infrastructure) and experiments were approved by the Harvard University Committee on the Use of Animals in Research and Teaching. Viability of the 18 lincRNA mutant strains was determined at postnatal day 21 by genotyping the progeny of heterozygous intercrosses (Supplementary file 1C for genotyping primer sequences). In the case of lethal strains, the developmental stage at which lethality occurs was determined by genotyping of embryos at E14.5 and E18.5 and newborns. Respiratory function (*Fendrr* mutant strain) was evaluated in surgically delivered E18.5 embryos from heterozygous intercrosses (Eggan et al., 2001). After cleaning of the airways, pups were placed on a 37°C warm pad and observed for sign of breathing.

### RNA isolation and mRNA-Seq library preparation

Total RNA from embryonic and postnatal mouse tissues, neural stem cells, and neurospheres was isolated using TRIzol (Life Technology, Carlsbad, CA)/chloroform extraction followed by spin-column purification (RNeasy mini kit, Qiagen, Venlo, Netherlands) according to the manufacturer instructions. RNA concentration and purity were determined using a Nanodrop (Thermo Fisher, Waltham, MA). RNA integrity was assessed on a Bioanalyzer (Agilent, Santa Clara, CA) using the RNA 6000 RNA chip. High-quality RNA samples (RNA Integrity Number ≥8) were used for library preparation. mRNA-seq libraries were constructed using the TruSeq RNA Sample Preparation Kit (Illumina, San Diego, CA) as previously described (Trapnell et al., 2012a; Sun et al., 2013). 500 ng total RNA was used as input for the TruSeq libraries from mouse tissues, and 200 ng for the libraries from neural stem cells and neurospheres. Prior to sequencing, libraries were run on a Bioanalyzer DNA7500 chip to assess purity, fragment size, and concentration. Libraries free of adapter dimers and with a peak region area (220–500 bp) ≥80% of the total area were sequenced. Individually barcoded samples were pooled and sequenced on the Illumina HiSeq 2000 platform.

### RNA-Seq analysis

Paired-end 101 bp reads were aligned to the mouse (mm9) reference genome assembly and, for the human neuronal differentiation time course also to the human (hg19) assembly, using Tophat2 (Trapnell et al., 2009) with default options and assembled into transcripts with Cufflinks (Trapnell et al., 2012a, 2012b). Aligned reads and assembled transcriptome catalog were used as input for Cuffdiff2 (Trapnell et al., 2012a) to determine expression levels (FPKM, Fragments Per Kilobase per Million mapped reads) and differential expression between conditions using default options. CummeRbund v2.1 (http://compbio.mit.edu/cummeRbund/) was then used to process, index, and visualize the output of the Cuffdiff2 analyses. Gene set enrichment analysis (GSEA) and Guilt-by-Association analysis (GBA) were performed to predict the effect of gene expression changes on biological processes. Detailed description of GSEA and GBA analysis, RNA isolation, and libraries preparation are provided in the Extended Experimental Procedures. *Cis*-enhancer activity was tested by determining the number of genes with differential expression in a particular Knockout vs wild type contrast within ±1 Mb window of the targeted lincRNA. 1000 random genomic intervals of the same size were obtained and interrogated in kind to determine how often the same number of differentially expressed (DE) genes could be identified. The ratio of intervals with DE genes >= the number of DE genes in the target-flanking window to the number of iterations, provided a bootstrapped p value and false discovery rate estimate.

### Gene set enrichment analysis (GSEA) and Guilt-by-Association (GBA) analysis

GSEA was performed to predict the effect of the significant gene expression changes on biological processes in the knockout mice. For a given comparison of KO vs WT differential expression, all genes were rank-ordered by their Cuffdiff2 test-statistics and mouse gene identifiers were mapped to human HUGO gene names. Genesets from the Reactome collection at mSigDB were obtained and for each gene set, the relative enrichment or depletion within our ranked list was determined via Mann-Whitney U-test. p values were corrected for multiple tests using the Benjamini-Hochberg method. Genesets with q<0.001 were selected and presented as a heatmap with color mapped to the Z-score of the Cuffdiff2 test statics for genes in the specific gene set relative to all genes. Redundant genesets were aggregated into higher-level biological processes.

Predictive GBA analysis for 17/18 tested lincRNAs was conducted as follows: Pearson correlation values of FPKM expression profiles were calculated for each lincRNA to all protein coding genes across a compendium of RNA-Seq samples (combination of in-house samples and samples from [Merkin et al., 2012]). Protein coding genes were then rank-ordered and subjected to the gene set enrichment analysis described above. Significant genesets for a given lincRNA represent the most likely pathways/biological processes for which this lincRNA may play a role.

### *lacZ* expression and histology

Expression of the knocked-in *lacZ* reporter gene was assessed in heterozygous mice. Embryos (from E13.5 to E18.5) were fixed in 4% paraformaldehyde (PFA) in phosphate buffered saline (PBS) overnight at 4°C prior to dissection of the brain, lung and respiratory tract, digestive tract, heart, and other organs. P7 brain, from *linc–Brn1b* mutant strain, were dissected from pups transcardially perfused with 4% paraformaldehyde (PFA), and fixed overnight at 4°C. The fixed tissues were rinsed three times at room temperature in PBS, 2 mM MgCl2, 0.01% deoxycholic acid, 0.02% NP-40. X-gal staining was performed by incubating the tissues for up to 16 hr at 37°C in the same buffer supplemented with 5 mM potassium ferricyanide, 5 mM potassium ferrocyanide and 1 mg/ml X-gal. Staining reaction was stopped by washing three times in PBS at room temperature, followed by 2 hr post-fixation in 4% PFA at 4°C. Stained whole organs and sagittal brain sections were imaged using a Leica M216FA stereomicroscope (Leica Microsystems, Buffalo Grove, IL) equipped with a DFC300 FX digital imaging camera (Watson et al., 2008)*.* Histology was performed at the Rodent Histopathology Service of the Dana Farber/Harvard Cancer Center Pathology Research Core. Embryos were harvested, fixed in Bouin’s solution and embebbed in paraffin. Microtome sections were stained with hematoxilin and/or eosin for histological analysis.

### Nissl staining and immunocytochemistry

Embryonic brains, dissected in cold PBS and fixed in 4% PFA/PBS overnight at 4°C, and P7 brains dissected from pups transcardially perfused with 4% PFA and post-fixed as described above, were processed for Nissl staining and immunofluorescence as previously described (Englund et al., 2005; Molyneaux et al., 2005)*.* Nissl-stained and immunostained sections were imaged using a Nikon 90i fluorescence microscope equipped with a Retiga Exi camera (Q-IMAGING, Surrey, Canada) and acquired with Volocity image analysis software v4.0.1 (Perkin Elmer, Waltham, MA). For quantification of overall cortical thickness, cortical layers and number of CUX1+, CTIP2+ and TLE4+ cells within the primary somatosensory cortical area, anatomically matched sections were processed (n = 3 *linc–Brn1b*^−*/*−^; n = 3 wild-type, at P7). Boxes of 300 pixels in width and spanning the thickness of the cortex were superimposed at matched locations on each section, and the overall cortical thickness was measured as the distance from the *pia* to the white matter in each box, using ImageJ. Specific layer thicknesses were measured at the midpoint of the matched-location 300 pixel images for each of the TLE4^+^, CTIP2^+^ and SATB2^+^ immunofluorescence stainings using ImageJ. Layer VI thickness was measured as the distance between the dorsal edge of the TLE4^+^ region and the white matter. Layer V thickness was determined by the span of the CTIP2^+^ region, and layer II–IV thickness were measured as the SATB2^+^ region between the dorsal edge of the CTIP2^+^ stain and the pia. In each case results were expressed as mean ± SEM. Cell counts of the specific neuronal subpopulations were obtained using the ITCN plugin for ImageJ and results were expressed as mean ± SEM. A priori criteria were defined for analysis. Statistical analysis was performed using R unpaired Student’s *t* test assuming equal variance was used for the pairwise comparisons.

### Antibodies and image acquisition

Primary antibodies and dilutions were as follows: anti-ßgal (CGAL-45; 1:500; Immunology Consultants Laboratory, Portland OR), anti-SATB2 (ab51502; 1:50; Abcam, Cambridge, UK), anti-CUX1 (sc-13024; 1:100; Santa Cruz Biotechnology, Dallas, TX), anti-pH3 (06-570; 1:500; Millipore, Billerica, MA), anti-TBR2 (1:2000; Gift from Robert F Hevner Lab), anti-CTIP2 (ab18465; 1:100; Abcam), anti-TLE4 (sc-9125; 1:100; Santa Cruz), anti-vGLUT2 (MAB5504; 1:50; Millipore), anti-5-HTT (PC177L; 1:1000; Millipore), anti-TUJ1 (mms-435P; 1:1000; Covance, Princeton, NJ). Secondary antibodies were from the Molecular Probes (Eugene, OR) Alexa series and were used at 1:750 dilution. Immunostained sections were imaged using a Nikon 90i fluorescence microscope equipped with a Retiga Exi camera (Q-IMAGING) and acquired with Volocity image analysis software v4.0.1 (Improvision).

### Cytochrome oxidase staining

*linc–Brn1b*^−/−^ and wild-type littermates at P7 were anesthetized, perfused with 4% PFA, decapitated, and the brain rapidly removed. The brains were post-fixed in 4% PFA for 3 hr at 4°C. Cortices containing the barrel field were dissected and flattened as described (Welker and Woolsey, 1974), post-fixed in 4% PFA for 12–14 hr at 4°C and sectioned by using a vibratome (80 μm). Sections were incubated in phosphate buffer containing 0.5 mg/ml DAB, 0.18 mg cytochrome C, and 40 mg/ml sucrose for 3–5 hr at 37°C, rinsed, and mounted in Fluoromount-G (SouthernBiotech, Birmingham, AL) (Wong-Riley, 1979; Land and Simons, 1985).

### In situ hybridization

Nonradioactive in situ hybridization was performed on 40 μm vibratome sections mounted on superfrost slides (Fisher Scientific, Waltham, MA) as previously described (Berger and Hediger, 2001; Arlotta et al., 2005). The probe for *Svet1* was a gift from M Studer. Probes for *RorB* (nt 1573-2087 of NM_146095) and *Cux2* (nt 1069-11694 of NM_007804) transcripts were generated by PCR from mouse brain cDNA and subcloned in pCRII-TOPO (Life Technologies, Carlsbad, CA). Antisense riboprobes were generated by *in vitro* transcription using SP6 or T7 polymerase (Roche Applied Science, Penzberg, Germany) as previously described. Sense probes were used as negative controls.

### Single molecule FISH

Single molecule FISH was performedas described by Raj et al. (2008). Briefly, oligonucleotide probes targeting and tiling *Peril* (48 probes) and *linc–Brn1b* (20 probes) were conjugated to Quasar 570 fluorophores and HPLC purified (Biosearch Technologies, Petaluma, CA). A list of the *Peril* and *linc–Brn1b* probes (sequence, position, and %CG content) is provided in Supplementary file 1E. Dissociated E14.5 cortical neurospheres or mouse ES cells were fixed in 2% formaldehyde for 10 min, washed twice with PBS, and permeabilized with 70% ethanol. The cells were then seeded onto previously gelatinized two-chamber cover glasses. Prior to hybridization, the cells were rehydrated in wash buffer containing 10% formamide and 2 × SSC for 5 min. Probes (0.5 ng/μl final concentration) were hybridized in 10% dextran sulfate, 10% formamide, and 2 × SSC at 37°C overnight. After hybridization, cells were washed twice with wash buffer at 37°C for 30 min (with DAPI added to the second wash for nuclear staining), and twice with 2 × SSC. After the SSC wash, the cells were equilibrated in anti-fade buffer (2 × SSC, 0.4% glucose, 10 mM Tris pH 8.0) for 3–5 min. Cells were mounted in 100 μl anti-fade buffer supplemented with 1 μl of glucose oxidase (G2133-10KU; Sigma-Aldrich, St. Louis, MO) and 1 μl of catalase (C3515-10 MG; Sigma-Aldrich) and immediately imaged with a LSM 700 Inverted Confocal microscope (Zeiss, Jena, Germany). 25 Z-stacks were taken per field, using DAPI and laser 639 for excitation.

### Human neural stem cell culture and differentiation

H1 human neural stem cells were prepared as described previously (Arnold et al., 2008; Goff et al., 2009) and grown at 37°C, 5% CO_2_ on 1:4 diluted Matrigel-coated wells in neural proliferation medium (NPM; 50% DMEM/F12 Glutamax, 50% Neurobasal medium, 0.5X N2, 0.5X B27 without vitamin A, 20 ng/ml FGF [Life Technologies]). For differentiation, cells were plated at a density of 10^6^ cells per well in a 6-well plate and allowed to proliferate for one day in the NPM medium. Neural induction was then initiated by withdrawal of FGF and addition of BDNF by switching the medium to neural differentiation medium (NDM; 100% Neurobasal medium, 1X B27 without vitamin A [Life Technologies], 10 ng/ml BDNF [Peprotech, Rocky Hill, NJ].) Differentiating cultures were maintained by refreshing NDM every other day until collection. Samples of these cultures were collected at days 0, 1, 2, and 4. Remaining cells (those designated for collection at days 5, 11, and 18) were replated at day 4 at a density 10^6^ cells per well of a Poly-D-lysine/laminin-coated 6-well plate. Cells were harvested with Accutase (Stem Cell Technologies, Vancouver, Canada) and RNA collected as described above.

### Western blot

*linc–Brn1b*^*−/−*^ and WT E14.5-derived neurospheres (passage 3) and E15.5 cortices were lysed in RIPA buffer (1% NP-40, 1% Na-deoxycholate, 0.2% SDS, 50 mM Tris 7.4, 500 mM NaCl) containing protease inhibitor cocktail (Roche Applied Science). Proteins were resolved by SDS-PAGE and electroblotted. Blots were probed sequentially for BRN1 (anti-BRN1, sc-6028-R, Santa Cruz) and GAPDH (anti-GAPDH, sc-365062-R, Santa Cruz) to control for protein loading. Immunoreactive bands were detected by enhanced chemiluminescence (SuperSignal, Thermo Fisher Scientific, Waltham, MA), and visualized with a Gel Doc (Biorad).

### Accession numbers

All primary RNA-Seq data are available at the Gene Expression Omnibus (GSE49581).

How the deposited data were processed for this re-analysis (not part of the article)

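RNA was sequenced from E18.5 whole brain of the Peril strain, E14.5 lung of the Fendrr strain, and E13.5 telencephalon, E15.5 telencephalon and P7 whole brain of the linc-Brn1b strain. Each genotype had 2 libraries per tissue and age, except the linc-Brn1b knockout at E15.5, for which the sample labels list 3 and the paper states 2. Sample labels name the Peril strain after Sox2 and the Fendrr strain after Foxf1a.

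The authors aligned paired-end 101 bp reads to mm9 with Tophat2, assembled transcripts with Cufflinks, and ran Cuffdiff2 with default options. The expression values the authors deposited are in FPKM, scaled across libraries by Cuffdiff2 and given as 1 value per group. The deposited log2 fold changes are log2 ratios of knockout over wild type without a pseudocount. The deposited test statistic is a score of Cuffdiff2 signed as the fold change. The p-values and q-values were deposited as Cuffdiff2 reported them, with a smallest p-value of 5e-05. The authors deposited 3 such tables, for Peril and Fendrr with 42760 genes and 1 comparison each, and for linc-Brn1b with 40770 genes and 15 comparisons. The Peril and Fendrr q-values equal a Benjamini-Hochberg adjustment over the 16897 and 15860 tests of the table, and those of linc-Brn1b an adjustment over the 277811 tests of all 15 comparisons. Adjusting within a comparison alone changed linc-Brn1b q-values by up to 0.984.

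None of the tables gives values per library (0 columns of values per sample). The number of reads behind a value and the spread between animals are therefore unknown, so no standard deviation, interval, detection floor or paired comparison was computed. Smallest detectable steps were not computed either, since neither depth nor transcript lengths were used here. Comparisons were made within a table, because the tables were normalized separately.

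Position starts in the tables count from 0. Of the genes whose end equals the end of the annotated gene of the same symbol, 4446 of 7777 in the Peril table had the annotated start after 1 was added and 191 had it without, and 1 was added to all starts. Positions of lincRNAs and deletions are those of Supplementary file 1A. Annotation and sequence are those of GENCODE and the reference genome for mm9 (NCBIM37). A gene annotation on GRCm38 was not used for coordinates.

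Differentially expressed genes are those with a deposited q-value of at most 0.05 among the genes the authors tested. Genes called within 1 Mb were counted by gene start around the first coordinate of each lincRNA, with the targeted lincRNA included, and compared with 1000 random genomic intervals of 2 Mb. Gene lists were written by hand, 20 in number, of which 19 were evaluated in each comparison. For each list, the median test statistic was given as a percentile among 10000 random lists of the same size, drawn within 10 groups of mean expression. This percentile describes the libraries and is no p-value, since genes are not replicates. Calls near a deletion, within 20 Mb on each side, were compared with 10000 circular shifts of the calls along the genome. Overlaps between the linc-Brn1b ages were counted among genes tested at both ages.

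Named genes are those the paper names for these comparisons, the genes of the lists, and in each comparison up to 3 genes with the highest and 3 with the lowest log2 fold change among differentially expressed genes with at least 1 FPKM in both groups and a gene symbol other than a Gm, RIKEN or XLOC name. Genes outside this rule that were chosen after their values were seen are linc-Slc7a5-AS, linc-Atp11b-3, linc-Atp11b-4, linc-Foxf1a-1, AK011913, linc-Pou3f3-1, linc-Pou3f3-6, linc-Mrps9-1, Gm5506 and Dynlt1c, as well as linc-Nsfl1c-1 and Gas5 outside the comparisons in which the rule selects them.

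Alternatives were q thresholds of 0.01 and 0.1, adjustment within a comparison, a minimum of 1 FPKM, a minimum absolute log2 fold change of 1, a minimum difference of 0.5 in log2(FPKM + 1), windows of 0.5 Mb and 2 Mb, other placements and numbers of random intervals, random lists without matching, list statistics from log2(FPKM + 1), pseudocounts of 1 and 0.1, centring on the median fold change, and distances of 5 Mb or the whole chromosome around a deletion. Leaving out each replicate and blocking on replicate were not possible without values per library.

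The adjustment of p-values, the gene lists, the interval test, the circular shifts and the test of neighbouring calls were tested on simulated data. The overlaps between ages, the genes called in both strains, the entries beside the Peril deletion and the correlations with age were not. Of 200 genes changed among 16897, 147 (73.5%) were recovered at the q threshold of 0.05 with 10 false calls. Of 50 shifted lists of 20 genes, 49 were among the outer 2.5% at either end, and of 200 unshifted lists 13 (6.5%) were. The interval test called 3% of 100 runs without a planted effect, the circular shifts 2.5% of 200, and the test of neighbouring calls 5% of 100. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, with matplotlib 3.10.9 for plots.

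Reactome gene sets, mapped reads and isoform values were not used here. GSEA with Mann-Whitney tests, as described in the paper, was not repeated.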

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

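The tests of transcripts beside the Peril deletion, of linc-Atp11b-3 in other groups and of choroid plexus at E15.5 were chosen only after the result was seen, and the other tests given here were chosen before. Values of single genes are from the authors' deposited table.

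linc-Atp11b-3, a gene the paper does not discuss, was 0.0601 FPKM in wild type and 47.2 FPKM in the Peril libraries labelled knockout in the authors' deposited table, and it starts 43.9 kb beyond the end of the deletion. linc-Atp11b-4, which overlaps the deletion, rose in the same libraries. Of 16 entries within 100 kb of the deletion, these 2 went from under 0.1 to at least 1 FPKM, as did 28 in the whole table, and a share of 0.00050 of random intervals held as many. A candidate explanation is transcription from the targeted allele into the sequence beside it, but the test used the genes on which the pattern was seen and cannot tell this apart from other causes. Expression that the tissue has without the deletion was tested in the 8 groups of the other strains, where linc-Atp11b-3 was at most 0.0887 FPKM, which goes against it, although none of those groups is E18.5 brain. Exchanged labels would also reverse the direction at both genes, and would leave wild-type brain with 47.2 FPKM of linc-Atp11b-3. In the same 8 groups, linc-Atp11b-4 was at most 0.0446 FPKM. The low values of both genes there, wild-type P7 brain included, argue against exchanged labels as well. The limit is the same, that none of the groups is E18.5 brain. The values given here still do not settle the cause, and no biological explanation was tested.

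Y-linked genes differed between the genotypes in all 5 comparisons, in data the paper does not discuss. The median difference of log2(FPKM + 1) over 4 Y-linked genes was 2.55 in Peril brain, -3.05 in Fendrr lung, -3.72 in linc-Brn1b E13.5 telencephalon, 2.38 in E15.5 telencephalon and 2.36 in P7 brain, where positive values are higher in the libraries labelled knockout. A candidate explanation is that the sexes of the animals differed between the genotypes. In Fendrr lung, Xist changed in the opposite direction by 1.01, while in Peril brain it changed by -0.94, just short of the size of 1 set for the test, and Xist was not analysed here for linc-Brn1b. The median difference of 4 genes that escape X inactivation (Kdm6a, Kdm5c, Eif2s3x and Ddx3x) was opposite in sign to that of the Y-linked genes in all 5 comparisons, at -0.14, 0.23, 0.53, -0.13 and -0.44. These values are consistent with groups of unequal sex composition. Few differentially expressed genes lie on the X chromosome, 3 of 37 for Peril, 1 of 73 for Fendrr, 106 of 2612 at E13.5, 6 of 176 at E15.5 and 86 of 2422 at P7, and 0, 0, 2, 2 and 1 lie on Y. Within a comparison, effects of sex on autosomal genes cannot be separated from genotype without values per animal. Between E13.5 and P7 of linc-Brn1b, the Y-linked difference reversed, while 433 of 510 shared differentially expressed genes changed in the same direction. If sex acts alike at both ages, this argues against sex as the cause for those 433 genes. It does not make genotype the cause, since any other difference that the groups of both ages share would give the same agreement. Between E13.5 and E15.5 the Y-linked difference reversed too, and 30 of 57 shared genes kept their direction.

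Ttr was 231 FPKM in wild type and 1.39 FPKM in linc-Brn1b knockout at E15.5 in the authors' deposited table, a log2 fold change of -7.38 that the paper does not discuss. It is 1 of 10 choroid plexus markers listed beforehand. The 9 tested at E15.5 were all lower in knockout, 8 of them differentially expressed, and the list lay at percentile 0 of matched random lists. The list lay at percentile 98.42 at E13.5 and 0.01 at P7, with median log2 fold changes of 0.37 and -0.47 against -3.43 at E15.5, differences between ages that were not tested. With a minimum of 1 FPKM, the E13.5 percentile was 86.55, not among the outer 2.5% of random lists. Choroid plexus present in the wild-type and largely absent from the knockout dissections is a candidate explanation. A loss of this tissue in the knockout may give the same E15.5 values. However, 8 of 9 tested markers were higher in knockout at E13.5, where knockout Ttr was 188 FPKM. At P7, 8 of 10 were lower, with knockout Ttr at 301 FPKM. These values argue against a loss that lasts across the ages. A loss limited to E15.5 cannot be told apart from dissection here.

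Among named genes with at least 1 FPKM in both genotypes, Nppa had the highest log2 fold change in the Fendrr lung, 4.93. It encodes an atrial peptide that the paper does not discuss. Cardiac muscle markers exceeded smooth muscle markers by 1.86 in median log2 fold change and skeletal muscle markers exceeded them by 1.13. These values are consistent with more heart or skeletal muscle in the knockout lung dissections. Smooth muscle markers were lower in knockout, with a median log2 fold change of -0.20. A change of cardiac genes within lung tissue cannot be told apart from tissue carried over in dissection, and no further biological explanation was tested.

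linc-Pou3f3-1 lies within 1 Mb of linc-Brn1b and rose in knockout at E13.5, E15.5 and P7, with log2 fold changes of 1.23, 1.25 and 2.97 in the authors' deposited table. The paper does not name it. Its expression was low, at most 2.49 FPKM, and as differences of log2(FPKM + 1) the changes were 0.54, 0.62 and 1.40. Strain variants linked to the targeted allele may change genes near a deletion. From 1 to 20 Mb of the deletion, a share of 0.592, 0.527 and 0.500 of circular shifts gave as many calls at the 3 ages, so an excess was not seen there. Genes closer than 1 Mb were outside this test, so neither linked variants nor an effect of the deletion on its neighbours is ruled out for linc-Pou3f3-1.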

How the results depend on the processing

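The tests of genes within 1 Mb of linc-Brn1b at E15.5 and P7 were chosen only after the result was seen, and the other thresholds, gene lists, windows, comparisons and alternatives given here before the data were examined. No paired analysis was possible because the deposited tables hold 1 value per group and none per animal. For the same reason, leaving out each replicate and a replicate block were not run, and other splits of the samples could not be formed.

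Of 126 alternatives for 33 results that answer a comparison, 100 left the result in the same direction and on the same side of its threshold or within 1.5 times its count, 4 were weaker, 21 moved and 1 reversed. The 16 alternatives for the 2 results chosen after the data were seen are counted apart, with 15 the same and 1 stronger. Where a result changed, the cause was not tested.

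The number of differentially expressed genes at a q-value of at most 0.05 was 37 for Peril, 73 for Fendrr, and 2612, 176 and 2422 for linc-Brn1b at E13.5, E15.5 and P7. At a q-value of at most 0.01, it was 1562, 93 and 1355 for linc-Brn1b. It was 0 for Peril and 0 for Fendrr, beside 600 and 483 genes at an unadjusted p-value of at most 0.05, but this is fixed by the smallest p-value of 5e-05, which 32 and 58 genes have, where at least 85 and 80 would be needed for a q-value of at most 0.01. The smallest q-values are 0.0264 and 0.0137, so these 2 values say nothing about the strength of the changes. Both 600 and 483 are under a share of 0.05 of the tested genes. Evenly spread p-values without any effect would give more, so these numbers are no sign of further changes. Adjustment within the comparison gave 1684, 41 and 1362 for linc-Brn1b and cannot change the Peril and Fendrr q-values, whose tables hold 1 comparison each. A minimum absolute log2 fold change of 1 gave 490 (143 higher, 347 lower), 85 (10 higher, 75 lower) and 413 (183 higher, 230 lower), so that at P7 more genes were lower than higher, unlike the 1301 higher and 1121 lower without it. A minimum difference of 0.5 in log2(FPKM + 1) gave 1116, 40 and 823. A minimum of 1 FPKM gave 92 genes at E15.5. Median log2 fold changes of expressed genes were below 0.1 in size in all 5 comparisons, and centring on them left the numbers higher and lower as they were.

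Genes within 1 Mb of Fendrr gave a share of 0.006 of random intervals, and 0.058 with the targeted lincRNA left out. For Peril, the share was 0.021, and 0.052 with intervals centred on tested genes. The other settings gave 0.0043 to 0.021 for Fendrr, 0.007 to 0.047 for Peril and 0.053 to 0.336 for linc-Brn1b at E13.5. Chosen after the data were seen, the windows of linc-Brn1b at E15.5 gave 0.003, and 0 to 0.002 in other settings. At P7 they gave 0.112, with 0.031 for a window of 0.5 Mb on each side and 0.058 to 0.319 in the other settings. Leaving out the targeted lincRNA for Peril and for linc-Brn1b at E13.5 and P7, and adjustment within the comparison for Peril and Fendrr, cannot change the calls in the window, and their shares differ by the random draws alone.

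For gene lists, the oxidative phosphorylation genes in Peril brain were at percentile 2.92 with log2(FPKM + 1), against 1.14. Without matching, the mRNA splicing genes were at percentile 19.99 for Peril, against 56.1, and at 61.75 for Fendrr, against 0.12. With a minimum of 1 FPKM, choroid plexus markers for Fendrr were at 72.3, against 35.9, and immune response genes at E15.5 at 67.42, against 35.9. Endothelial markers at E15.5 were at 51.05 with log2(FPKM + 1), against 49.4. Among 242 alternatives for lists not tied to a statement of the paper, 217 stayed the same, 14 were weaker, 7 stronger and 4 reversed.

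Genes shared by E13.5 and E15.5 were 24 at a q-value of at most 0.01 and 15 with adjustment within the comparison, against 57. E13.5 and P7 shared 212 and 227, against 510, and E15.5 and P7 shared 25 and 15, against 61. Independent calls would share 7.92 and 3.89, 111 and 120, and 6.37 and 2.94 genes in these settings.

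Calls within 20 Mb of the linc-Brn1b deletion at E15.5 were matched by a share of 0.0106 of circular shifts, and by 0.527 with genes within 1 Mb of the deletion left out. Within 5 Mb, 6 of 60 tested genes were called and the share was 0.0033, and over the whole chromosome 21 of 1015 were, with a share of 0.0473.

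Of 171 alternatives for the log2 fold changes of 56 named genes, 149 moved them by at most 0.5, 22 by more and 0 reversed them. A pseudocount cannot reverse a fold change, and centring shifted all genes of a comparison by at most 0.0622. The 0 therefore says little. A further 4 named genes at 0 in a group have no finite fold change. Depth is unknown, so no limit of detection can be given for genes at or near 0 FPKM, such as linc-Brn1b in knockout.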

Differences from the paper's values

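No test in this part was chosen only after the result was seen.

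For genes within 1 Mb of Fendrr, the share of random intervals was 0.006 against the paper's 0.087. With the targeted lincRNA left out, it was 0.058, and none of the other alternatives set before the data were examined closed the gap. For linc-Brn1b at E13.5, the share was 0.139 against the paper's 0.225. It was 0.229 with a window of 2 Mb on each side and 0.336 with random intervals centred on tested genes, within 1.5 times the paper's value in both settings, and the other alternatives set before the data were examined did not close the gap. For Peril, the share was 0.021 against the paper's 1.0, and none of the alternatives set before the data were examined closed the gap.

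In linc-Brn1b E15.5 telencephalon, FPKM + 1 calculated from the authors' deposited table was 83.5 for Brn1 in wild type against about 19 in Fig. 6A, read by eye, while in knockout it was 30.2 against about 5.5 in Fig. 6A. For linc-Brn1a, it was 192 in wild type against about 63 in Fig. 6A, while in knockout it was 690 against about 280 in Fig. 6A. For 2900092D14Rik, it was 25.3 in wild type against about 8.8 in Fig. 6A, while in knockout it was 9.65 against about 3.1 in Fig. 6A. The paper's values are those of the figure, and no alternative applies to a deposited FPKM. Directions were as in the figure.

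The paper states that no gene within 1 Mb of Peril was differentially expressed, whereas 1 of 10 tested genes there, linc-Atp11b-3, had a q-value of 0.0264 in the authors' deposited table. The test statistic of that gene, the quantity the paper plots for this window, was only 0.0943. The difference from the paper therefore rests on a p-value at odds with the statistic. Figure 2-figure supplement 1C labels 51 genes, all found in the table with the direction of the figure, of which 37 had a q-value of at most 0.05 and 14 had larger q-values, up to 0.0994. At a q-value of at most 0.1, the table has 51 genes, and 51 of the labels are among them.

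The paper names mRNA processing among the downregulated processes in Peril brains, whereas the hand-written list of mRNA splicing genes lay at percentile 56.1 of matched random lists, with 41 of 73 genes lower. Without matching on expression, it was at percentile 19.99, still not among the outer 2.5% of random lists. Reactome sets were not used here.

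The paper describes a decrease of growth and proliferation genes at each age in linc-Brn1b knockout, whereas at E15.5 the cell cycle list had 58 of 74 genes higher in knockout, a median log2 fold change of 0.04 and a percentile of 99.99. This list was on the same side under each of the alternatives for lists set before the data were examined. It was written by hand, and the paper's Reactome sets and Mann-Whitney tests were not used here. At E15.5, 0 of its genes were differentially expressed. Ribosomal protein and oxidative phosphorylation genes lay at percentile 100 there, with median log2 fold changes of 0.07 and 0.05. The cell cycle list thus shows no decrease at E15.5, but its percentile alone is no evidence of an increase.

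The paper reports no significant difference in Brn2 at any stage, whereas Brn2 had q-values of 0.000192 at E13.5 and 0.0236 at P7 in the authors' deposited table, and 0.497 at E15.5. At P7, Brn2 is not called at a q threshold of 0.01, nor at 0.05 with adjustment within the comparison, which gave a q-value of 0.0934 and so closes the difference at that age. At E13.5 it is called in both settings.

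Figure 3-figure supplement 2B marks linc-Brn1b as differentially expressed at E13.5, whereas its q-value in the authors' deposited table was 0.221. AK011913 at the same position had a q-value of 0.0530, which a threshold of 0.1 includes.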

Other observations

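The tests of called genes lying near each other, of genes called in both the Peril and the Fendrr strain and of genes within 1 Mb of linc-Brn1b at E15.5 and P7 were chosen only after the result was seen. The other tests given here were chosen before, but the choroid plexus percentile at E15.5 also serves the test of Ttr above, which was chosen after.

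Strain variants linked to the targeted allele may change genes near a deletion, since the mice came from ES cells of mixed background and were backcrossed once. From 1 to 20 Mb of the deletion, the share of circular shifts with as many called genes was 1 for Peril, where 0 of 131 tested genes were called, and 1 for Fendrr, where 0 of 253 were. A share of 1 follows from any count of 0, and at the rates elsewhere (0.215% and 0.456%) fewer than 2 calls would lie there, so these 2 values hold little information. It was 0.592 for linc-Brn1b at E13.5, 0.527 at E15.5 and 0.500 at P7. For linc-Brn1b, an excess of calls was thus not seen from 1 to 20 Mb. Over the whole of chromosome 1 at E15.5, 21 of 1015 tested genes were called (2.07%, against 0.933% elsewhere), with a share of 0.0473, and 8 of the 21 lie within 20 Mb of the deletion. The whole-chromosome shares were 0.923 at E13.5 and 0.529 at P7. Within 1 Mb of linc-Brn1b at E15.5, 6 of 15 tested genes were called, and a share of 0.003 of random intervals held as many. These are the linc-Brn1b and AK011913 entries, Brn1, linc-Brn1a, 2900092D14Rik and linc-Pou3f3-1, and with the 2 entries at linc-Brn1b itself left out, the share was 0.001. 2900092D14Rik starts at 42757181, just past the end of Brn1 at 42757054, and their log2 fold changes were -1.49 and -1.50. The share counts each entry as a separate gene, which was not tested. At P7, 5 of 16 were called and the share was 0.112. Linked variants are not told apart from an effect of the deletion on its neighbours by these values.

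Variants that segregate among littermates away from the deletion might instead bring called genes together elsewhere. In the Peril comparison, 16 of 37 called genes lay within 5 Mb of another, and a share of 0.0039 of random draws had as many, which is consistent with such variants but not specific to them, since neighbouring genes can share regulation or reads. For Fendrr, the share was 0.406, and for linc-Brn1b at E15.5 it was 0.965. The shares of 0.504 at E13.5 and 0.511 at P7 show nothing, because nearly every called gene there has another within 5 Mb.

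Among 14468 genes tested under the same identifier in both the Peril and the Fendrr table, 27 and 43 were called, and 2 were called in both, where 0.0802 would be by independent calls. A share of 0.0030 of random draws had as many. These genes, Gm5506 on chromosome 18 and Dynlt1c on chromosome 17, are unlinked to either deletion and changed in opposite directions in the 2 strains. Gm5506 went from 2.90 to 19.2 FPKM in the Peril libraries labelled knockout and from 90.4 to 6.45 FPKM in Fendrr knockout in the authors' deposited table. In linc-Brn1b knockout, the log2 fold change of Gm5506 in the authors' deposited table was 3.62 at E13.5, -0.04 at E15.5 and 3.35 at P7. Dynlt1c went from 1.09 FPKM to a listed 0 in Peril brain and from a listed 0 to 2.73 FPKM in Fendrr lung in the authors' deposited table. In linc-Brn1b knockout, Dynlt1c went from 3.36 FPKM to a listed 0 at E13.5 (q = 0.000192) and from 0.532 to 0.128 FPKM at E15.5 (q = 0.0324), and was 0.0164 and 0.0135 FPKM at P7, where it was not tested, in the authors' deposited table. Adjusted within the comparison, Dynlt1c is called at E13.5 and not at E15.5. Strain variants shared by the strains and unevenly distributed between small groups are a candidate explanation. Reads shared with near-identical copies were not tested and may contribute.

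linc-Nsfl1c-1 went from 2.35 to 181 FPKM at E13.5 and from 2.04 to 188 FPKM at P7 in linc-Brn1b knockout, but was 2.26 and 2.47 FPKM at E15.5, in the authors' deposited table. It lies on chromosome 2, while linc-Brn1b lies on chromosome 1. Gas5 fell at E13.5 (log2 fold change -2.69), at P7 (-1.62, q = 0.279) and in Peril brain (-2.13, q = 0.247) in the authors' deposited table. It was -0.04 at E15.5 and -0.29 in Fendrr lung. In Peril brain, Gas5 and linc-Zbtb37-BP are listed at the same position, from 162938925 to 163000763 on chromosome 1, so reads could be assigned to either. No explanation was tested for these values.

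Blood left in the tissue may differ between libraries. Erythroid markers lay at percentile 0 of matched random lists in Peril brain (3 genes tested), and at percentile 0 in linc-Brn1b telencephalon at E13.5 and at E15.5, lower in knockout, which is consistent with less blood left in the tissue in those knockout libraries. They lay at percentile 11.04 in Fendrr lung and at 73.82 in P7 brain, not among the outer 2.5% of random lists. With a minimum of 1 FPKM, the 3 genes left at P7 lay at percentile 98.87, among the outer 2.5%. In Fendrr lung, 3 of 8 erythroid genes were called, all lower in knockout, among them Hbb-b1 at 1124 and 623 FPKM (q = 0.0137) in the authors' deposited table. Hbb-b1 was also lower at P7, at 47.1 and 35.0 FPKM (q = 0.0186), against the list. At E15.5 it changed little, at 72.4 and 65.7 FPKM (q = 0.452), although 8 of 8 tested genes were lower. It was 106 and 34.8 FPKM at E13.5 (q = 0.000192) and 89.2 and 52.8 FPKM in Peril brain (q = 0.0618).

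Choroid plexus markers lay at percentile 98.42 at E13.5, 0 at E15.5 and 0.01 at P7 in the linc-Brn1b comparisons. With a minimum of 1 FPKM, the E13.5 percentile was 86.55, not among the outer 2.5% of random lists. Gene lists in whole telencephalon or brain could therefore carry a share from unequal choroid plexus, and the size of that share was not tested.

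Knockout embryos developmentally older than wild type might show lower cell cycle and higher neuronal genes. Across 16399 genes, which are not independent replicates, the knockout effect at E13.5 had a Spearman correlation of -0.12 with the wild-type difference between P7 and E15.5 (Pearson -0.0758), and the effect at E15.5 a Spearman correlation of 0.11 with the wild-type difference between P7 and E13.5 (Pearson 0.0440). The signs differ, and these values cannot tell whether knockout embryos were older. At P7, the knockout effect had a Spearman correlation of 0.28 with the wild-type difference between E15.5 and E13.5.

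Immediate early genes were higher in linc-Brn1b knockout P7 brain for 12 of 12 tested genes, 9 of them differentially expressed, with a median log2 fold change of 0.84 and a percentile of 100. The paper does not report on them, and no explanation was tested.

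The paper reports decreased TBR2, Cux2 and Svet1 in E15.5 knockout cortex by staining. In whole telencephalon at E15.5, Eomes, which encodes TBR2, was 49.5 FPKM in wild type and 50.9 FPKM in knockout (q = 0.870), Cux2 was 18.7 and 14.9 FPKM (q = 0.0815), and Unc5d, which contains Svet1, was 9.80 and 9.43 FPKM (q = 0.804), in the authors' deposited table. At E13.5, Eomes was 57.2 and 78.7 FPKM (q = 0.00386) and Unc5d 4.41 and 7.00 FPKM (q = 0.000192) in the authors' deposited table. As lists, at E15.5 the intermediate progenitor markers lay at percentile 0.36 (6 of 11 lower, median log2 fold change -0.05) and the upper layer neuron markers at 0.01 (6 of 10 lower, median -0.08, 1 gene called, lower), both among the outer 2.5% on the lower side. The intermediate progenitor list was at 1.63 without matching. At P7 it lay at 0.49 (7 of 10 lower, 4 called), and at 4.48 with a minimum of 1 FPKM, while 9 of 10 upper layer genes were higher. At E13.5 the lists lay at 90.86 and 88.34, not among the outer 2.5%.

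linc-Mrps9-1, within 1 Mb of linc-Brn1b, went from 0.393 to 0.00510 FPKM at P7 in the authors' deposited table (q = 0.0142). Adjusted within the comparison, its q-value was 0.0633.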
